# Pioglitazone Ameliorates Gentamicin Ototoxicity by Affecting the TLR and STAT Pathways in the Early Postnatal Organ of Corti

**DOI:** 10.3389/fncel.2020.566148

**Published:** 2020-10-29

**Authors:** Marijana Sekulic-Jablanovic, Matthew B. Wright, Vesna Petkovic, Daniel Bodmer

**Keywords:** inflammation, ototoxicity, gentamicin, cochlea, PPARγ

## Abstract

Noise trauma, infection, and ototoxic drugs are frequent external causes of hearing loss. With no pharmacological treatments currently available, understanding the mechanisms and pathways leading to auditory hair cell (HC) damage and repair is crucial for identifying potential pharmacological targets. Prior research has implicated increased reactive oxygen species (ROS) and inflammation as general mechanisms of hearing loss common to diverse causes. Novel targets of these two key mechanisms of auditory damage may provide new paths toward the prevention and treatment of hearing loss. Pioglitazone, an oral antidiabetic drug from the class of thiazolidinediones, acts as an agonist of the peroxisome proliferator-activated receptor-gamma (PPAR-γ) and is involved in the regulation of lipid and glucose metabolism. PPAR-γ is an important player in repressing the expression of inflammatory cytokines and signaling molecules. We evaluated the effects of pioglitazone in the mouse Organ of Corti (OC) explants to characterize its influence on signaling pathways involved in auditory HC damage. The OC explants was cultured with pioglitazone, gentamicin, or a combination of both agents. Pioglitazone treatment resulted in significant repression of interferon (IFN)-α and -gamma pathways and downstream cytokines, as assessed by RNA sequencing and quantitative PCR gene expression assays. More detailed investigation at the single gene and protein level showed that pioglitazone mediated its anti-inflammatory effects through alterations of the Toll-like receptor (TLR) and STAT pathways. Together, these results indicate that pioglitazone significantly represses IFN and TLR in the cochlea, dampening the activity of gentamicin-induced pathways. These data support our previous results demonstrating significant protection of auditory HCs in the OC explants exposed to pioglitazone and other PPAR-targeted agents.

## Introduction

Hearing loss is one of the most common disabilities and carries a large social and economic impact. Sensorineural hearing loss is caused by impairment and degradation of the sound-converting and -conducting structures of the cochlea, primarily cochlear hair cells (HCs) and spiral ganglion neurons (Nakagawa, 2014). Noise trauma, infection, and ototoxic drugs are common extrinsic causes of hearing loss. No satisfactory pharmacological treatments are available for hearing loss. To identify novel pharmacological targets, an improved understanding of the pathways leading to auditory HC damage and repair is crucial.

The inflammatory response in the cochlea develops as a result of pathogens or toxic insults mediated by drugs, noise, or immune challenges (Rock et al., 2010; Kalinec et al., 2017). Auditory HC damage occurs because of the overproduction of reactive oxygen species (ROS) and pro-inflammatory cytokines (Priuska and Schacht, 1995; Sergi et al., 2006). Several ototoxic drugs induce cell apoptosis and inflammation in the cochlea, directly or through the generation of ROS (Kaur et al., 2011; Oh et al., 2011). Trauma from acute or chronic noise exposure accelerates hearing loss through induction of the inflammatory response in the inner ear (Fujioka et al., 2006). The identification of therapies targeting both aspects of cochlear HC damage may offer new opportunities to reduce the impact of hearing loss.

Peroxisome proliferator-activated receptors (PPARs) belong to the nuclear receptor family of transcription factors and play key roles in biological signaling pathways that regulate lipid oxidation and synthesis, adipocyte differentiation, insulin action, cell proliferation, and inflammation. Based on these activities, small molecule drugs including fibrates and thiazolidinediones have been used in the treatment of diabetes and lipid abnormalities for more than 20 years (Orasanu et al., 2008). PPAR-γ exerts substantial anti-inflammatory effects through repression of multiple inflammatory cytokines (Martin, 2010; Croasdell et al., 2015). We previously reported that PPAR-γ is highly expressed in major cochlear structures, including inner and outer HCs, supporting cells, the stria vascularis, spiral ganglion, and cochlear nerve. We also demonstrated that the PPAR-γ-selective agonist pioglitazone and other small molecule PPAR agonists could preserve HCs from gentamicin-induced ototoxicity by preventing ROS induction and dampening inflammatory signaling (Sekulic-Jablanovic et al., 2017). These data are in agreement with earlier findings that intratympanic application of pioglitazone blocks oxidative stress and inflammatory signaling resulting from acute noise trauma in rats (Paciello et al., 2018).

In this report, we extend our investigation of pioglitazone signaling pathways in the organ of Corti (OC) explants, focusing on pathways of auditory HC protection. We cultured mouse OC explants in the presence of gentamicin to induce HC loss and compared RNA expression signatures with those of explants exposed to pioglitazone or a combination of both agents. We found that pioglitazone substantially inhibited the toxicity of gentamicin by broad downregulation of immune/inflammatory pathways, as determined by global RNA sequencing and quantitative (q)PCR. More detailed follow-up with single gene and protein analysis of key signaling molecules revealed that downregulation of multiple components of the Toll-like receptor (TLR) and STAT pathways mediated most of these effects. Our results indicate that in addition to the previously reported antioxidative mechanism, pioglitazone-mediated protection of cochlear HCs involves a substantial PPAR-γ anti-inflammatory component achieved through modulation of the TLR and STAT pathways, which are known to interact through cross-talk in TLR-induced inflammation (Luu et al., 2014).

## Materials and Methods

### Animal Care and Handling

Experiments were performed on OCs isolated from 5-day-old C57BL/6N mouse pups of both sexes obtained from Janvier Labs, France. All animals were maintained on a 12-h light/12-h dark schedule and had free access to water and a standard feeding regime. Animals were inspected regularly for health status. All animal procedures were conducted in compliance with the European Communities Council Directive of 24 November 1986 (86/609/EEC) and were approved by the Kantonales Veterinäramt, Basel, Switzerland.

### OC Tissue Culture and Drug Treatment

OC explants were isolated according to previously described methods (Sobkowicz et al., 1993). Briefly, 5-day-old (P5) C57BL/6N mice of both sexes were decapitated, and cochlear microdissections were performed under a light microscope to isolate the OC. OCs were incubated for 24 h in culture medium (Dulbecco’s Modified Eagle Medium, supplemented with 30 U/ml penicillin, 1% N1 supplement, 10% fetal calf serum, 25 mM HEPES) at 37°C and 5% CO_2_. For RNA sequencing experiments, six OCs per condition were placed in separate wells of 12-well plates, and each experimental treatment was performed in triplicate. For whole-genome RNA sequencing, we used the 6- and 24-h treatment time points. OCs were exposed to 50 μM gentamicin, 10 μM pioglitazone, or a combination of both. Control samples were incubated in parallel in a culture medium without drugs. For subsequent qPCR experiments, the treatment time point was 24 h with the same experimental design and compound concentrations. We chose the 50 μM concentration of gentamicin based on previous experiments conducted to define the concentration that reproducibly causes approximately 50% loss of HCs (Sekulic-Jablanovic et al., 2017).

### Quantification of HCs

OCs were fixed in 4% paraformaldehyde in phosphate-buffered saline (PBS) and permeabilized by washes in PBS-T (0.1% Triton X-100 in PBS). Samples were then incubated for 40 min with a 1:100 dilution of Alexa Fluor 488-labeled phalloidin (Molecular Probes, Eugene, OR, USA) in PBS-T at 4°C. The explants were mounted on a slide with Mowiol after several rinses with PBS. HCs were identified by the presence or absence of phalloidin-stained stereociliary bundles and circumferential F-actin rings on the cuticular plate of the outer HCs (OHCs) and inner HCs (IHCs). Only viable HCs were counted, with viability criteria requiring the presence of an intact cuticular plate with an intact stereociliary bundle. Cell populations were assessed using a fluorescence microscope (Olympus IX71) with images captured with an AxioCam system (Zeiss, San Diego, CA, USA). The right objective lens was marked with a 0.17-mm calibrated scale imposed on the field for reference. The single row of IHCs and all three rows of OHCs were longitudinally oriented within each 0.17-mm frame. Each successive 0.17-mm field was evaluated for the absence of IHCs and OHCs, beginning at the apex, and moving along the OC to the base. Segments containing 60 OHCs associated with 20 IHCs in a given microscopic field were included in the quantitative analyses. IHCs and OHCs were quantified, and these values were used to calculate percentage cell survival. The average number of OHCs and IHCs was determined for each individual explant by counting HCs in three segments selected randomly from the basal turn and three segments from the apical turn. Each treatment group included five mice, with three experimental replicates, for a total of 15 per treatment group.

### RNA Sequencing

#### RNA Integrity and Quantification

RNA was isolated from six OCs per condition, and each experimental treatment was performed in triplicate. The Direct-Zol RNA MiniPrep kit (Zymo Research, USA) was used for isolation according to the manufacturer’s instructions. For whole-genome RNA sequencing, 6- and 24-h treatment time points were used. RNA quality was assessed on a Bioanalyzer instrument (Agilent Technologies, Santa Clara, CA, USA) using the RNA 6000 Nano Chip (Agilent Technologies, Santa Clara, CA, USA, Cat# 5067-1511). Quantification was done by fluorometry using the QuantiFluor RNA System (Cat# E3310, Promega, Madison, WI, USA).

#### Library Preparation

Library preparation was performed with 200 ng total RNA using the TruSeq Stranded Total RNA Library Prep Gold (Cat# 20020598, Illumina, San Diego, CA, USA). Libraries were quality checked on a Fragment Analyzer (Advanced Analytical, Ames, IA, USA) using the Standard Sensitivity NGS Fragment Analysis Kit (Cat# DNF-473, Advanced Analytical). The results revealed excellent quality and homogeneity of libraries (average concentration was 121 ± 9 nmol/l, and the average library size was 356 ± 9 base pairs). Samples were pooled to equal molarity and quantified using the QuantiFluor ONE dsDNA System (Cat# E4871, Promega, Madison, WI, USA). Sample concentrations were adjusted to 1.4 pM for clustering on the NextSeq 500 instrument (Illumina). Samples were sequenced as single-read 76 bases (also: eight bases for index 1 and eight bases for index 2) using the NextSeq 500 High Output Kit 75-cycles (Illumina, Cat# FC-404-1005). Primary data analysis was performed with the Illumina RTA version 2.4.11 and Basecalling Version bcl2fastq-2.20.0.422. In total, an average of 46.9 ± 0.4 million reads per sample passed Illumina filtering.

#### RNA Sequencing Analysis

Reads were mapped to the mouse genome assembly^1^, with RNA-STAR (version 2.5.2a) default parameters. Gene expression data analysis was done using the R software package. RefSeq mRNA coordinates from the University of California, Santa Cruz^1^, and the qCount function from the QuasR package (version 1.16.0) were used to quantify gene expression as the number of reads that started within any annotated exon of a gene. The generalized linear model framework in the edgeR package (version 3.18.1) was used to identify differentially expressed genes.

### qPCR Protocol and RNA Isolation

OCs intended for RNA isolation were stored in RNAlater (Ambion, USA). RNA was isolated with a Direct-Zol RNA MiniPrep kit (Zymo Research, USA) according to the manufacturer’s instructions. RNA was isolated from 18 OCs per treatment condition. The quantity and quality of isolated RNA were determined with a NanoDrop 1000 (Thermo Fisher Scientific, Waltham, MA, USA), and the 260/280-nm absorbance ratios were between 1.8 and 2.1 for all samples. Total RNA (1,000 ng) was reverse transcribed into cDNA using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, USA). qPCR was done in triplicate and performed with an ABI Prism 7900HT Sequence Detection System (Applied Biosystems, USA) and with Power Sybr Green Master Mix (Applied Biosystems, USA). Primers used for qPCR were synthesized by Microsynth (St. Gallen, Switzerland). The primer sequences were (5′ to 3′): *Tlr4*, forward—ATG GCA TGG CTT ACA CCA CC and reverse—GAG GCC AAT TTT GTC TCC ACA; *Tlr2*, forward—CTC TTC AGC AAA CGC TGT TCT and reverse—GGC GTC TCC CTC TAT TGT ATT G; protein inhibitor of activated STAT1 (*Pias1*), forward—ACG CAA ACA CGA ACT TCT TAC A and reverse—TCC GCA GGC GTC ATA ATT TTC; *Stat1*, forward—TCA CAG TGG TTC GAG CTT CAG and reverse—GCA AAC GAG ACA TCA TAG GCA; *Myd88*, forward—TCA TGT TCT CCA TAC CCT TGG T and reverse—AAA CTG CGAGTGGGGTCAG; *Irf3*, forward-AACCGGAAAGAAGTGTTGCG and reverse—CCC TGG AGT CAC AAA CTC ATA C; *Irf7*, forward—TCC AGT TGA TCC GCA TAA GGT and reverse—CTT CCC TAT TTT CCG TGG CTG; and glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*), forward—TGA CCT CAA CTA CAT GGT CTA CA and reverse -CTT CCC ATT CTC GGC CTT G. The final primer concentration was 250 nM per reaction. The thermocycling parameters were 10 min at 95°C, then 40 cycles of 95°C for 15 s and 60°C for 60 s. Template-free controls ensured that nonspecific amplification and DNA contamination could be excluded. The relative quantities of specifically amplified cDNAs were calculated with the comparative threshold cycle method, and *Gapdh* expression levels were used as the endogenous reference.

### Western Blotting

Five-day-old mouse pups of both sexes were sacrificed by decapitation, and their cochleae were carefully microdissected in ice-cold PBS. Isolated OCs were placed in cell lysis buffer (Sigma–Aldrich, Cat#C3228) with a protease inhibitor cocktail (Sigma–Aldrich, Cat#C3228, Cat#P8340), and then homogenized for 1 min on ice. Protein concentrations were determined by the Bradford method using Bio-Rad Protein Assay Dye Reagent Concentrate (Bio-Rad, Cat#5000006). Protein concentrations were confirmed using a NanoDrop (Thermo Fisher Scientific, Waltham, MA, USA). Samples were mixed with Laemmli sample buffer (Sigma–Aldrich, Cat#S3401), heated at 95°C for 5 min, and then resolved on 4%–20% Mini-PROTEAN^®^ TGX™ precast protein gels (Bio-Rad, Cat#4561096). For each sample, 10 cochlea explants (from five mice) were pooled and 10 μg protein loaded per lane. The experiment was replicated three times. After electrophoresis, separated proteins were transferred onto polyvinylidene fluoride membranes. Membranes were first incubated with 5% non-fat dry milk dissolved in PBS-T for 1 h at room temperature to block nonspecific protein binding sites. Next, the membranes were washed with PBS-T (3 × 10 min) and then incubated overnight at 4°C in 5% non-fat dry milk in PBS with one of the following primary antibodies: mouse polyclonal anti-Irf7 (Sigma–Aldrich, Cat#PRS3941), rabbit monoclonal anti-phospho-Irf7 (Cell Signaling, Cat#24129), rabbit monoclonal anti-PIAS1 (Cell Signaling, Cat#3550T), and rabbit polyclonal anti-β-actin (1:2,000, Cell Signaling Cat#4967). The membranes were then washed with PBS-T (3 × 10 min) and incubated for 1 h at room temperature with the appropriate horseradish peroxidase-conjugated secondary antibody (RRID:AB_2099233, RRID:AB_330924). After washing, immunoreactive protein bands were visualized using Super Signal West Dura Extended Duration Substrate (Thermo Fisher Scientific, Waltham, MA, USA, Cat#34076). An anti-β-actin antibody was used as a control to demonstrate equivalent protein loading. The intensity of the immuno-positive bands was determined using Fiji-win 32 software, capturing the identical regions on each blot, deducting the background signal. The intensity of all proteins of interest was normalized to the intensity of β-actin in the same sample.

### Immunofluorescence

The isolated OCs were fixed in 4% paraformaldehyde (Sigma–Aldrich, Cat# 158127) in PBS (Sigma–Aldrich, Cat# P4417), permeabilized by washing with 0.1% Triton X-100 (Sigma–Aldrich, Cat#X100) in PBS, and then incubated 1 h at room temperature with rabbit monoclonal anti-phospho-Irf7 (Cell Signaling, Cat#24129). Following a 1-h incubation, samples were washed and goat anti-rabbit Alexa Fluor 647 sary antibody (Thermo Fisher Scientific, Waltham, MA, USA, Cat#A21245) was added for 1 h at room temperature, plus 1:100 diluted solution of Alexa Fluor 488–labeled phalloidin (Molecular Probes, Cat#A12379) in PBS for 40 min at room temperature. Samples were washed with PBS and incubated with DAPI for 5 min. The OCs were then washed with PBS and mounted on microscope slides with Mowiol (Sigma–Aldrich, Cat#475904) for visualization and image capture.

### Statistical Analysis

Statistical calculations were performed using GraphPad Prism software (San Diego, CA, USA) using a two-way analysis of variance for comparison of multiple groups, or an unpaired *t*-test (non-parametric Mann–Whitney test) for comparison of two groups in case of HC count. Data were confirmed to be normally distributed by conducting a Shapiro-Wilk test. No outliers were detected at the significance level of 0.05 (two-sided). GraphPad Outlier calculator which performs Grubbs test, also called the ESD method, was used to perform this test. *P*-values are presented in the figure legends.

## Results

### Pioglitazone Blocks Gentamicin-Induced Toxicity to Auditory HCs

We previously reported that multiple selective and dual-active agonists (muraglitazar, tesaglitazar, Fenofibric acid, and pioglitazone) of the PPAR-γ and PPAR-α nuclear hormone receptors dramatically blocked aminoglycoside-induced HC apoptosis and loss in mouse OC explants in culture (Sekulic-Jablanovic et al., 2017). All drugs were active, with the extent and dose-dependence for the prevention of gentamicin toxicity dependent on the specific molecule. In the current study, we further explored the signaling pathways by which the PPAR-γ agonist pioglitazone, which showed the most robust activity, mediates its effects. Mouse OCs treated with 50 μM gentamicin alone exhibited severe HC toxicity, reflected by loss of approximately 50% of HCs, as detected by the absence of phalloidin-stained stereociliary bundles when compared to control samples (Figure 1A). Pioglitazone at 10 μM completely prevented the toxic effects of gentamicin, reflected in almost complete preservation of HCs in OCs cultured with both agents (Figure 1B). 

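For RNA sequencing, organs of Corti (OCs) dissected from mouse pups were cultured for 6 or 24 h without drugs (CTRL), with 50 μM gentamicin (GM), an aminoglycoside antibiotic that damages hair cells, with 10 μM pioglitazone (PIO), an agonist of the nuclear receptor PPAR-γ, or with both drugs (PIO + GM). Each of the 8 groups comprised 3 libraries (24 in all), and 6 OCs were pooled for each of them. Stranded total RNA libraries were read as single reads of 76 bases. The paper reports 46.9 ± 0.4 M reads per sample passing the sequencer's filter, which includes reads outside annotated genes. The number of reads that the authors counted on genes ranged from 7211357 to 15548856 per library, with a median of 12538495, and these totals set the depth of the values given here. At 6 h, totals ranged from 11809855 to 12660352 with a median of 12416638 in CTRL, from 11656327 to 15013413 with a median of 11668171 in GM, from 9568348 to 13849198 with a median of 10993061 in PIO and from 7211357 to 12795988 with a median of 11656650 in PIO + GM. At 24 h, they ranged from 11516308 to 15052556 with a median of 11695907 in CTRL, from 12311991 to 15093084 with a median of 14619328 in GM, from 13936943 to 15548856 with a median of 15410426 in PIO and from 11961078 to 15206208 with a median of 13153881 in PIO + GM. A gene with 3 counts, taken as the smallest level the depth can show, corresponds to between 0.193 and 0.416 counts after scaling to library size (CPM), and this floor covers counting error only. The 10 genes with the most counts took 6.61% to 10.6% of each library. Replicates of one group differed by more than sampling noise, with a chi-square per degree of freedom between 10.7 and 84.9 for a pair. The pups were of both sexes and the libraries differed in sex composition, since CPM of the X-inactivation transcript Xist ranged from 339 to 3453.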

We employed these concentrations and experimental protocol for the following exploration of gene expression signatures and signaling pathways.

**Figure 1:**
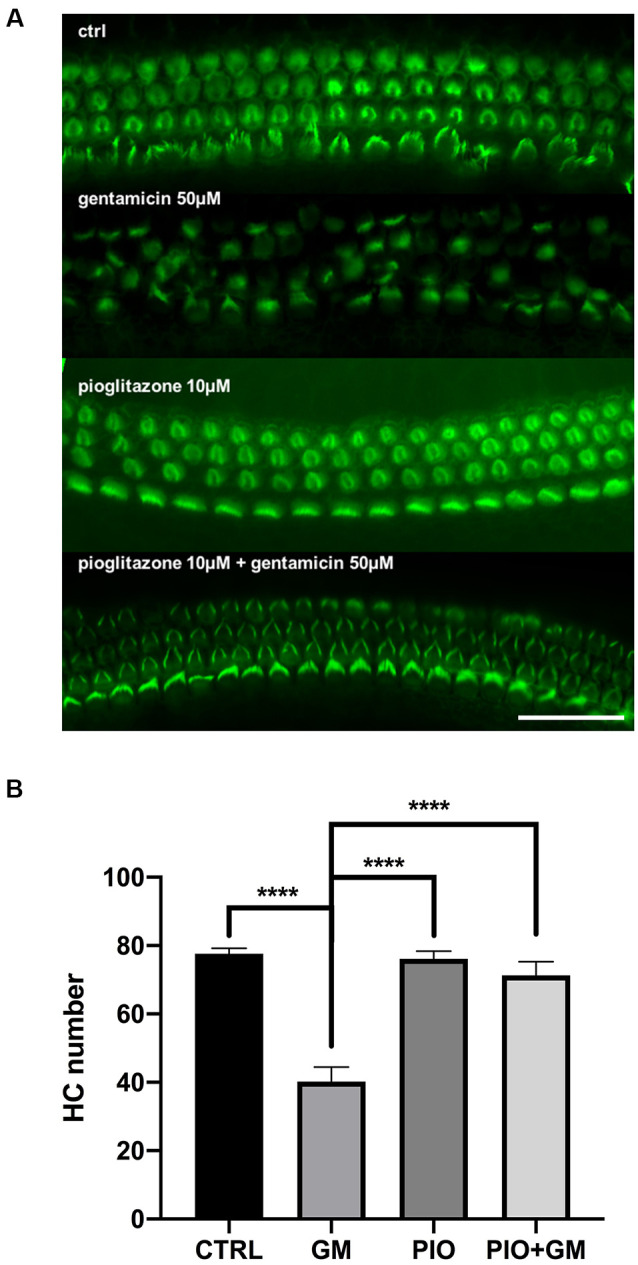
Pioglitazone preserves the cochlear hair cell (HC) number in the gentamicin-exposed organs of Corti (OC) explants. **(A)** Fluorescent micrographs showing green phalloidin-stained mouse OC explants, exhibiting three orderly rows of intact outer HCs and a single row of inner HCs in the basal cochlear turns of control cultures. Treatment with Ten micromolar pioglitazone (PIO) resulted in almost complete HC protection following gentamicin (GM) treatment. Ten micromolar pioglitazone alone did not cause any loss of HCs. OCs cultured with 50 μM gentamicin for 24 h showed a consistent 50 ± 10% loss of HCs. **(B)** Quantitative data on HC survival. Data are expressed as the mean (±SEM) numbers of surviving outer OHCs and inner HCs (IHCs) in standard segments. Data were obtained from 10 explants (five mice) per group, from both sexes, in triplicate; *n* = 15 mice per treatment group. Stars represent statistical difference of GM compared to all other treatments; ****p < 0.0001. Scale bar, 50 μm.

### mRNASeq Analysis Reveals That Pioglitazone Blocks Gentamicin Induction of Inflammatory Gene Signatures in Cultured OCs

The OC lacks immune cells but has the capacity for stress-induced upregulation of immune signaling in response to various insults including ototoxic agents or noise trauma (Cai et al., 2014). 

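The authors mapped the reads with RNA-STAR, counted for each gene the reads that started within any of its RefSeq exons with the qCount function of QuasR, and deposited these counts without normalization for 24454 Entrez gene identifiers. A gene symbol was found for 24374 of them. The paper's text does not name the genome build, the use of the strand in counting or the treatment of reads with several matches. For the values given here, counts were normalized with edgeR's TMM factors, which lay between 0.96 and 1.04, and the filter filterByExpr kept 16317 genes with enough counts to be tested. At least 1 CPM in at least 3 libraries was reached by 15887 genes, at least 1 count in every library by 16196, at least 10 counts in every library by 13543, and at least 1 count in any library by 24227. One model with a mean for each of the 8 groups was fitted to all 24 libraries by edgeR's quasi-likelihood method, with a common biological coefficient of variation of 0.225, and p-values were adjusted by the Benjamini-Hochberg method. Expression levels are given as log2 CPM with a prior count of 2. Gapdh had 27 to 117 counts per library, and 80.2% of the 76-base windows of its consensus coding transcript also occur in other genes. The number of genes with at least 1 count ranged from 18164 to 21793 and was higher in libraries with smaller totals (Spearman's rho -0.94 across the 24 libraries).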

RNA sequencing identified a total of 14,701 genes expressed in the mouse OC. 

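With edgeR's quasi-likelihood test and an adjusted p-value threshold of 0.05, gentamicin changed 0 genes against CTRL at 6 h, where 243 genes had an unadjusted p-value under 0.05, and 2 genes at 24 h (272 unadjusted). Pioglitazone changed 55 genes against CTRL at 6 h, of which 24 were higher and 31 lower, and 25 at 24 h, of which 6 were higher and 19 lower. Pioglitazone together with gentamicin changed 216 genes against gentamicin alone at 6 h, with 98 higher and 118 lower, and 18 at 24 h, with 4 higher and 14 lower. The labels number the replicates of each group, and libraries with the same number deviated from their group means together at 24 h (mean correlation 0.38, against -0.18 for other pairs), more weakly so at 6 h (0.11 against -0.05). With the replicate number as a block, the counts were 0, 371 and 1990 genes for these comparisons at 6 h and 12, 241 and 98 at 24 h, and they included each gene called without the block. Fits of only the 12 libraries at 6 h, or the 6 of a comparison, gave 0 genes for pioglitazone and 0 for combined treatment at 6 h. These counts therefore rest on the fit to all 24 libraries. The alternative that moved a count by the most genes was leaving out one library: combined treatment against gentamicin at 6 h then gave between 4 and 4078 genes. In that comparison, log2 fold changes fell with the GC content of the transcripts (Spearman's rho -0.62 across genes, which are not independent replicates).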

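Among genes with an adjusted p-value under 0.05 and no overlap between the groups' libraries, up to 2 with the largest change in each direction are given for each comparison, with edgeR's estimates. For pioglitazone against CTRL at 6 h they were Zfp811 (log2 fold change 1.29, SE 0.27, adjusted p = 0.0461), H2bc4 (1.25, SE 0.26, adjusted p = 0.0461), Krt80 (-2.26, SE 0.42, adjusted p = 0.0270) and Vtcn1, which was at least 4.96-fold lower (1 to 2 counts against 7 to 31, adjusted p = 0.0370). H2bc4 shares 27% of its 76-base windows with other genes. For combined treatment against gentamicin at 6 h they were Kcnj1, which was at least 5.18-fold higher (10 to 17 counts against 0 to 2, adjusted p = 0.0420 by edgeR), Bpifb2 (2.79, SE 0.63, adjusted p = 0.0375), Mrgprf (-2.48, SE 0.52, adjusted p = 0.0330) and Plin4 (-2.19, SE 0.44, adjusted p = 0.0294). The 2 genes past the threshold for gentamicin against CTRL at 24 h were Crx, which was at least 11.8-fold higher (34 to 51 counts against 0 to 3, adjusted p = 0.000395 by edgeR), and Fer1l4 (log2 fold change 2.69, SE 0.40, adjusted p = 0.0144). At 24 h, pioglitazone raised Angptl4 by 3.35 on the log2 scale against CTRL (SE 0.43, adjusted p = 0.00176 by edgeR) and by 2.67 in the presence of gentamicin (SE 0.42, adjusted p = 0.0138). The lower genes at 24 h were Pla2g2d (-2.32, SE 0.45, adjusted p = 0.0403) and Adgrd1 (-2.18, SE 0.42, adjusted p = 0.0403) with pioglitazone alone, and Egfem1 (-2.34, SE 0.45, adjusted p = 0.0397) and Gpr83 (-2.01, SE 0.38, adjusted p = 0.0375) with both drugs.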

A comparison of gene signatures between gentamicin with and without pioglitazone revealed significant modulation of multiple pathways in cellular immune response and inflammation (Table 1). We found that both the interferon (IFN)α and IFNγ pathways were strongly induced by gentamicin at both early (6 h) and late (24 h) time points. In contrast, pioglitazone treatment of OCs compared to controls had no effect on the IFNα response at 6 h but led to a significant downregulation of IFNα at 24 h. 

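The pathways were tested with gene lists written by hand after the Hallmark collection by limma's competitive test camera, with p-values adjusted over 30 tests of 5 lists in 6 comparisons. At 6 h, 80 of the 92 IFNα genes were higher with gentamicin than in CTRL, with a median log2 fold change of 0.38 (camera, adjusted p = 1.25e-43, and 4.43e-38 with the replicate block). The mean of the list was 4.09 to 4.58 log2 CPM in the 3 gentamicin libraries and 3.40 to 4.12 in the 3 CTRL libraries, so the ranges overlapped. For IFNγ, 120 genes were higher and 63 lower, the median was 0.16 and the adjusted p from camera was 1.22e-16 (1.71e-14 with the block). At 24 h, 73 IFNα genes and 127 IFNγ genes were higher with gentamicin, with medians of 0.13 and 0.08 (camera, adjusted p = 9.88e-08 and 0.000147, and 5.62e-07 and 0.000290 with the block). Among the members of either list, the lowest p-values at 6 h belonged to Parp9 (log2 fold change 1.01, SE 0.22), Herc6 (1.32, SE 0.34), Gbp6 (0.72, SE 0.19) and Eif2ak2 (0.60, SE 0.16), and at 24 h to Isg20 (1.2, SE 0.41), Rtp4 (1.09, SE 0.49) and Rsad2 (1.48, SE 0.68). None of the list members passed adjustment over all genes (edgeR, adjusted p = 1.00 for each gene named, at 6 h as at 24 h). The setting that moved IFNα at 6 h most was the rotation test fry, which allows for the correlation between genes and gave an adjusted p of 0.295, and for IFNγ at 6 h it was camera with the correlation estimated (0.457). With one library left out, the camera result for IFNα at 6 h stayed between 1.29e-56 and 5.09e-17, whereas that for IFNγ at 24 h ranged up to 0.886.

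**Figure D1:**
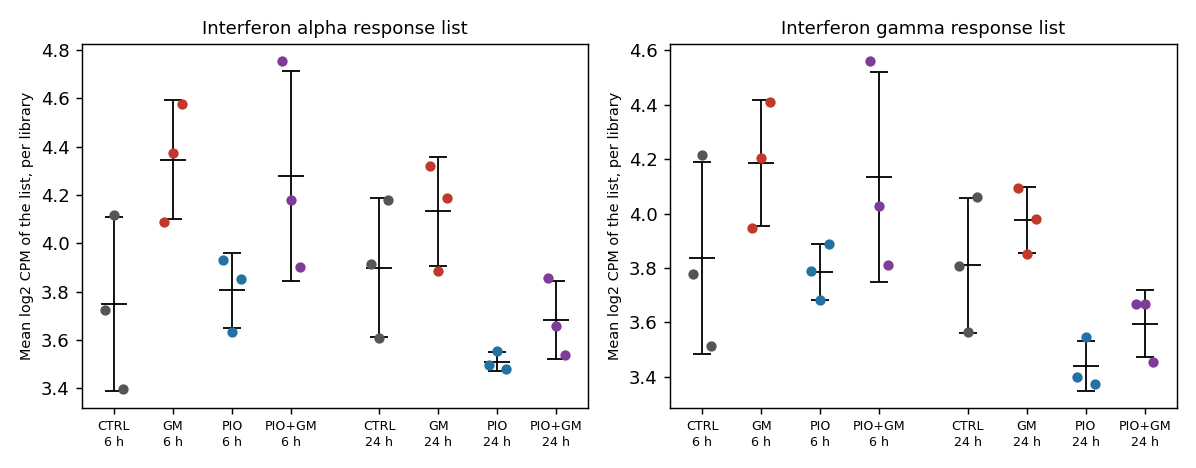
Mean log2 CPM of the IFNα and IFNγ response lists in each of the 24 libraries, by treatment and time point, with 3 libraries per group. The IFNα means of the PIO libraries at 24 h sit between 3.48 and 3.55, below those of CTRL at the same time point (3.61 to 4.18).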

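At 6 h, 49 of the 92 IFNα genes were higher with pioglitazone than in CTRL, and the median log2 fold change of 0.06 was within the spread between replicates (camera, adjusted p = 0.376, and 0.338 with the replicate block). The list means were 3.63 to 3.93 log2 CPM with pioglitazone, inside the CTRL range. At 24 h only 24 genes were higher, with a median of -0.27 (camera, adjusted p = 3.11e-05, and 0.000429 with the block). All 3 pioglitazone libraries had a lower list mean than all 3 CTRL libraries. Past the threshold by camera at its fixed correlation, the result at 24 h was not past it with the correlation estimated (adjusted p = 0.577) or with the rotation test fry (0.318). C1s1 (log2 fold change -1.62, SE 0.36, adjusted p = 0.0736 by edgeR), Cd74 (-1.89, SE 0.48, adjusted p = 0.119) and Epsti1 (-1.83, SE 0.49, adjusted p = 0.159) had the lowest p-values in the list. With the Reactome list of interferon alpha and beta signaling in place of the hand-written list, the direction at 24 h was upward and the adjusted p from camera was 0.904.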

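For the IFNγ response with pioglitazone alone, 78 genes were higher and 105 lower than in CTRL at 6 h and the median log2 fold change was -0.06 (camera, adjusted p = 0.770, and 0.911 with the replicate block), a difference that did not exceed the spread between replicates. The list means at 6 h were 3.68 to 3.89 log2 CPM with pioglitazone and 3.52 to 4.21 in CTRL. The result at 6 h rested on which CTRL library was included: without the second CTRL library the list was higher with pioglitazone (camera, adjusted p = 0.0198), and without the third it was lower (adjusted p = 0.0282). At 24 h, 47 genes were higher and the median was -0.18 (camera, adjusted p = 4.84e-06, and 6.76e-05 with the block). The 3 pioglitazone libraries at 24 h had list means of 3.38 to 3.55 log2 CPM and the 3 CTRL libraries 3.56 to 4.06. The call at 24 h was lost with camera's correlation estimated (adjusted p = 0.494) and with fry (0.295). In this comparison, Serping1 (log2 fold change -1.37, SE 0.24, adjusted p = 0.0188 by edgeR) and C1ra (-2.0, SE 0.37, adjusted p = 0.0293) passed adjustment over all genes, and Ciita (-2.38, SE 0.52, adjusted p = 0.0647) did not.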

IFNγ response gene signatures were downregulated by pioglitazone at both the 6 and 24-h time points when compared to control. 

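In OCs exposed to both drugs, 49 of the 92 IFNα genes and 95 IFNγ genes (with 88 IFNγ genes lower) were higher than with gentamicin alone at 6 h, with median log2 fold changes of 0.01 for each list (camera, adjusted p = 0.983 and 0.830, and 0.978 and 0.709 with the replicate block). The IFNα list means at 6 h were 3.9 to 4.75 log2 CPM with both drugs and covered the whole range seen with gentamicin alone. At 6 h 0 IFNα genes and 1 IFNγ gene passed adjustment over all genes by edgeR. At 24 h, 20 IFNα genes and 42 IFNγ genes were higher, and the medians were -0.30 and -0.21 (camera, adjusted p = 1.63e-08 and 9.88e-08, and 5.62e-07 and 2.21e-06 with the block). Each of the 3 libraries with both drugs had lower means at 24 h (3.54 to 3.86 for IFNα and 3.45 to 3.67 for IFNγ) than each of the 3 with gentamicin alone (3.88 to 4.32 and 3.85 to 4.09). Neither list was past the threshold at 24 h with camera's correlation estimated (adjusted p = 0.494 and 0.494) or with fry (0.295 and 0.295). The list members with the lowest p-values at 24 h were Serping1 (log2 fold change -1.12, SE 0.24, adjusted p = 0.0657 by edgeR), Upp1 (-1.23, SE 0.27, adjusted p = 0.0950), Ifit3 (-2.36, SE 0.71, adjusted p = 0.325) and Mx1 (-2.14, SE 0.66, adjusted p = 0.342).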

Combined treatment of pioglitazone and gentamicin compared to gentamicin treatment alone showed no changes at 6 h for IFNα and IFNγ response but a remarkable decrease after 24 h. The inflammatory response stayed consistently decreased in the presence of pioglitazone, whether it was compared to control or to gentamicin-only treatment. 

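Of the 164 inflammatory response genes tested, 45 were higher with pioglitazone than in CTRL at 6 h and the median log2 fold change was -0.25 (camera, adjusted p = 8.13e-05, and 9.58e-05 with the replicate block). At 24 h, 36 were higher and the median was -0.26 (camera, adjusted p = 1.25e-05, and 3.24e-05 with the block). The list means with pioglitazone and in CTRL were 3.77 to 3.9 and 3.84 to 4.44 log2 CPM at 6 h, where they overlapped, and 3.28 to 3.56 and 3.63 to 3.81 at 24 h, where they did not. Against gentamicin alone, combined treatment lowered the median by less at 6 h (-0.11, 75 genes higher; camera, adjusted p = 0.174, and 0.234 with the block) than at 24 h (-0.19, 45 genes higher; adjusted p = 3.90e-05, and 6.40e-05 with the block). The result at 6 h crossed the threshold with camera's inter-gene correlation set to 0 (adjusted p = 0.0163) and pointed upward without the third library with both drugs (adjusted p = 0.881 by camera). Without the first gentamicin library, or the first with both drugs, the list was lower past the threshold (camera, adjusted p down to 0.0109). None of the 3 results past the threshold stayed past it with the correlation estimated (camera, adjusted p = 0.494, 0.494 and 0.494 for pioglitazone at 6 h and 24 h and combined treatment at 24 h) or with fry (0.295 for each). Axl (log2 fold change -1.35, SE 0.21, adjusted p = 0.00746 by edgeR) and Emp3 (-1.03, SE 0.21, adjusted p = 0.0461) were the list members past the threshold for pioglitazone against CTRL at 6 h, and 3 members passed for combined treatment against gentamicin at 6 h. With pioglitazone against CTRL at 24 h, Cd82 had the lowest p-value (-0.53, SE 0.11, adjusted p = 0.0638 by edgeR), and the cholesterol transporter gene Abca1 changed in the other direction (0.86, SE 0.21, adjusted p = 0.0925). For combined treatment against gentamicin at 24 h the lowest p-value was that of Abca1 (0.77, SE 0.21, adjusted p = 0.224 by edgeR).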

Of interest, significant changes occurred at the level of the IL2/6JAK-STAT pathways, with the presence of pioglitazone consistently leading to decreased gene expression compared to control or gentamicin treatment. 

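The IL6 JAK STAT3 list (75 genes tested) was lower with pioglitazone than in CTRL at 6 h (median log2 fold change -0.14, 23 genes higher; camera, adjusted p = 0.0377, and 0.0425 with the replicate block) and at 24 h (-0.17, 25 genes higher; adjusted p = 0.0303, and 0.0346 with the block). The list means at 24 h overlapped, at 3.14 to 3.57 log2 CPM with pioglitazone and 3.5 to 3.73 in CTRL, and the result fell short of the threshold when genes with fewer than 10 counts in any library were left out (camera, adjusted p = 0.106). The IL2 STAT5 list (185 genes tested) was lower with pioglitazone at 6 h (-0.18, 54 genes higher; camera, adjusted p = 0.00313, and 0.00452 with the block) and at 24 h (-0.14, 54 genes higher; adjusted p = 0.0126, and 0.0128 with the block). Its means at 24 h did not overlap between pioglitazone (4.26 to 4.5) and CTRL (4.52 to 4.59). Against gentamicin alone, combined treatment did not shift either list past the threshold at 6 h (medians -0.18 and -0.11; camera, adjusted p = 0.149 for IL6 and 0.188 for IL2, and 0.200 and 0.246 with the block). At 24 h the median was -0.17 for IL6 with 18 genes higher, and -0.12 for IL2 with 60 genes higher (camera, adjusted p = 0.00865 and 0.00407, and 0.00996 and 0.00431 with the block). These calls were lost with fry (adjusted p = 0.540 in each for IL6 and 0.295 in each for IL2) and with camera's correlation estimated (0.788, 0.788 and 0.772 for IL6 and 0.494 in each for IL2, in the order pioglitazone at 6 h and 24 h and combined treatment at 24 h). Of the IL2 members, 6 passed adjustment over all genes with combined treatment against gentamicin at 6 h and 1 at 24 h, which was Gpr83 (-2.01, SE 0.38, adjusted p = 0.0375 by edgeR). Of the IL6 members, none of which passed in any of these comparisons, Il4ra fell by 0.56 at 6 h (SE 0.19, adjusted p = 0.174 by edgeR) and by 0.53 at 24 h (SE 0.19, adjusted p = 0.320) on the log2 scale with pioglitazone alone, and Cxcl1 fell by 2.83 at 24 h (SE 0.94, adjusted p = 0.271).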

The most prominent effect of gentamicin, stimulation of the inflammatory pathway, was counteracted in the presence of pioglitazone.

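Gentamicin alone left the inflammatory response list near its level in CTRL, with 74 of 164 genes higher and a median log2 fold change of -0.02 at 6 h (camera, adjusted p = 0.739, and 0.508 with the replicate block), and 90 higher and a median of 0.02 at 24 h (adjusted p = 0.363, and 0.393 with the block). The list means were 3.93 to 4.24 log2 CPM with gentamicin at 6 h and 3.7 to 3.83 at 24 h. At 6 h the CTRL libraries differed from each other by more than these medians, and the direction depended on them: without the second CTRL library the list was higher with gentamicin (camera, adjusted p = 0.000113), and without the third it was lower (adjusted p = 0.00132). The difference between the effect of pioglitazone with gentamicin and its effect without gentamicin on this list was a median of 0.13 at 6 h (camera on the interaction, adjusted p = 0.0243 over 25 tests, and 0.0159 with the block) and of 0.03 at 24 h (adjusted p = 0.638, and 0.655 with the block). Tests of interactions were added after the data were seen and used only camera at its fixed correlation.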

**Table 1:** Gentamicin (GM) upregulates inflammatory pathways in hair cells (HCs), whereas pioglitazone (PIO) counteracts this effect.

Pathways	Genes	GM vs. CTRL		PIO vs. CTRL		PIO + GM vs. GM	
		**P**					
		6 h	24 h	6 h	24 h	6 h	24 h
Interferon alpha response	84	3.291e-47	8.553e-11	(0.49000)	1.317e-05	(0.277085)	3.664e-09
Interferon gamma response	175	1.086e-19	5.662e-05	5.198e-07	1.712e-05	(0.5718)	7.695e-07
Inflammatory response	140	(0.4574)	2.491e-01	1.272e-05	8.592e-06	3.682e-06	1.201e-01
IL6 JAK STAT3 signaling	68	(0.3165)	3.344e-02	1.515e-02	(0.06813)	9.656e-02	7.307e-03
IL2 STAT5 signaling	171	2.042e-01	(0.3168)	4.007e-04	1.877e-03	1.410e-01	6.884e-04

*Pathway analysis of RNA sequencing results of 6 and 24-h treatments with a comparison between selected treatment conditions. Numbers represent *p*-values. Blue represents upregulation, red indicates downregulation and parentheses mark results that were not statistically significant*.

### Downregulation of IFN Target Genes After Pioglitazone Treatment

IFNs induce activation of expression of numerous transcripts involved in immunity and inflammation response. In this study, we identified several of these genes as being affected by gentamicin and pioglitazone. IFN-stimulated gene 15 (*Isg15*) was directly upregulated in the presence of gentamicin, and pioglitazone together with gentamicin suppressed this effect at 24 h of treatment (Figure 2A). 

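Isg15 is a protein-coding gene that the GENCODE annotation of build GRCm38 places on chromosome 4 from 156199424 to 156200818, reverse strand. At 6 h it had 3.6 ± 0.30 log2 CPM (SD, n = 3) with gentamicin and 1.58 ± 1.04 (SD, n = 3) in CTRL. The log2 fold change was 1.88 (SE 0.57, adjusted p = 1.00 over all genes and 0.0422 over the 22 genes the paper names, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper named many of these 22 genes for changes in these same libraries, so the adjustment over them alone is not independent support. All 3 gentamicin libraries lay above all 3 CTRL libraries, the most extreme order that 3 against 3 can give (exact two-sided permutation test, p = 0.1). With the replicate number as a block (same-number correlation 0.11 at 6 h and 0.38 at 24 h), it was 2.03 (adjusted p = 1.00 by edgeR). With one library left out, it stayed between 1.48 and 2.41, the alternative that moved it most. At 24 h the change with gentamicin was 0.87 (SE 0.58, adjusted p = 1.00 and 0.834 by edgeR, block 0.86), from 1.34 ± 0.99 to 2.3 ± 0.60 log2 CPM (SD, n = 3 each), and the libraries overlapped. Combined treatment brought the level at 24 h to 0.61 ± 0.81 (SD, n = 3), -1.69 against gentamicin alone (SE 0.60, adjusted p = 0.456 and 0.0588 by edgeR), with all 3 libraries lower (block -1.67, adjusted p = 0.233). At 6 h this comparison gave 0.01 (SE 0.53, adjusted p = 0.989 and 0.996 by edgeR), and -0.19 with the block.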

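With pioglitazone alone, Isg15 was -1.86 on the log2 scale against gentamicin alone at 6 h (SE 0.57, adjusted p = 0.155 over all genes and 0.0426 over the paper's genes, by edgeR) and -2.43 at 24 h (SE 0.63, adjusted p = 0.103 and 0.00880). All 3 pioglitazone libraries were below all 3 gentamicin libraries at both time points. The replicate block gave -1.96 and -2.34 (adjusted p = 0.0596 and 0.0582 by edgeR), and DESeq2's Wald test put both past the threshold (adjusted p = 0.0486 at 6 h and 0.00834 at 24 h). Against CTRL the change was 0.01 at 6 h (SE 0.58, adjusted p = 0.994 and 0.983 by edgeR, block 0.07) and -1.56 at 24 h (SE 0.64, adjusted p = 0.404 and 0.0917, block -1.48). The levels with pioglitazone were 1.72 ± 0.58 log2 CPM at 6 h and 0.10 ± 0.30 at 24 h (SD, n = 3 each), the latter from 10 to 18 counts per library.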

Pioglitazone alone showed a significant difference when compared to gentamicin-only treatment at 6 and 24 h and did not increase *Isg15* expression when compared to control levels for both time points*. Ifi44* and *Irf7* showed a similar pattern of expression at 6 h, with gentamicin inducing significant upregulation of their expression and pioglitazone resulting in expression levels similar to those of controls (Figures 2B,D). 

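Ifi44 (GRCm38, chromosome 3 from 151730922 to 151749960, reverse strand) rose from 2.48 ± 1.07 log2 CPM in CTRL to 4.27 ± 0.50 with gentamicin at 6 h (SD, n = 3 each), a log2 fold change of 1.63 (SE 0.59, adjusted p = 1.00 over all genes and 0.0547 over the paper's genes, by edgeR). Irf7 (GRCm38, chromosome 7 from 141262706 to 141266481, reverse strand) rose from 2.25 ± 0.93 to 4.27 ± 0.46 (SD, n = 3 each), by 1.92 (SE 0.62, adjusted p = 1.00 and 0.0422 by edgeR). For both genes, every gentamicin library exceeded every CTRL library. The replicate block gave 1.79 for Ifi44 and 2.00 for Irf7 (adjusted p = 1.00 for each, by edgeR). Pioglitazone alone left Ifi44 at 2.78 ± 0.45 and Irf7 at 2.73 ± 0.86 log2 CPM (SD, n = 3 each), changes of 0.12 (SE 0.60, adjusted p = 0.948 and 0.930) and 0.47 (SE 0.62, adjusted p = 0.755 and 0.714) against CTRL by edgeR, both within the spread between replicates. Against gentamicin alone, pioglitazone alone was -1.52 for Ifi44 (SE 0.59, adjusted p = 0.236 and 0.0591) and -1.45 for Irf7 (SE 0.61, adjusted p = 0.263 and 0.0664) by edgeR, with no overlap between the libraries.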

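In OCs treated with both drugs for 6 h, Ifi44 was at 4.42 ± 0.74 and Irf7 at 3.59 ± 1.31 log2 CPM (SD, n = 3 each). Against gentamicin alone these were changes of 0.24 (SE 0.57, adjusted p = 0.818 over all genes and 0.831 over the paper's genes, block 0.09) and -0.30 (SE 0.59, adjusted p = 0.775 and 0.831, block -0.60) by edgeR. At 24 h, Ifi44 was 2.91 ± 0.97 with gentamicin, 0.87 ± 0.37 with pioglitazone and 1.58 ± 0.80 with both (SD, n = 3 each). Pioglitazone alone differed from gentamicin alone by -2.30 (SE 0.65, adjusted p = 0.140 and 0.00982 by edgeR) with no overlap between the libraries, and by edgeR's likelihood ratio test the adjusted p was 0.0270. Combined treatment differed by -1.40 (SE 0.62, adjusted p = 0.602 and 0.135 by edgeR, block -1.31), and the libraries overlapped. Irf7 at 24 h was 3.26 ± 0.82 with gentamicin, 2.19 ± 0.35 with pioglitazone and 2.53 ± 0.59 with both (SD, n = 3 each). Its change against gentamicin was -1.20 with pioglitazone (SE 0.62, adjusted p = 0.545 and 0.144, block -1.10) and -0.80 with both (SE 0.61, adjusted p = 0.858 and 0.419, block -0.72) by edgeR, and the libraries overlapped in each case.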

Combined treatment with gentamicin and pioglitazone had no significant impact on the expression of these two genes at 6 h, but at 24 h pioglitazone alone or in combination with gentamicin significantly decreased expression of *Ifi44* and *Irf7* when compared to gentamicin alone. 

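Usp18, which encodes a protease that removes ISG15 from proteins, lies on chromosome 6 from 121245906 to 121270917, forward strand of GRCm38. Gentamicin changed it by 1.94 on the log2 scale at 6 h (SE 0.68, adjusted p = 1.00 over all genes and 0.0547 over the paper's genes, by edgeR), from 2.19 ± 1.29 to 4.42 ± 0.35 log2 CPM (SD, n = 3 each), with no overlap between the libraries. At 24 h the change was 1.05 (SE 0.68, adjusted p = 1.00 and 0.834 by edgeR), from 2.24 ± 0.87 to 3.17 ± 1.14 (SD, n = 3 each), and the libraries overlapped. With the replicate block these changes were 2.14 and 0.93 (adjusted p = 0.988 and 1.00 by edgeR). Pioglitazone alone gave 2.66 ± 0.53 log2 CPM at 6 h and 1.17 ± 0.30 at 24 h (SD, n = 3 each). These were changes of 0.20 (SE 0.68, adjusted p = 0.920 and 0.900, block 0.34) and -1.26 (SE 0.72, adjusted p = 0.601 and 0.197, block -1.16) against CTRL by edgeR, and the libraries overlapped at both time points.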

*Usp18* expression was upregulated by gentamicin at both time points, while pioglitazone treatment resulted in unchanged *Usp18* levels compared to control samples. 

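Compared with gentamicin alone, pioglitazone alone changed Usp18 by -1.74 on the log2 scale at 6 h (SE 0.67, adjusted p = 0.233 over all genes and 0.0591 over the paper's genes, by edgeR) and by -2.30 at 24 h (SE 0.72, adjusted p = 0.191 and 0.0139). All 3 pioglitazone libraries were lower at both time points, and the block gave -1.80 and -2.09 (adjusted p = 0.0788 and 0.0833 by edgeR). DESeq2's Wald test gave an adjusted p of 0.0381 at 24 h. With both drugs, Usp18 was at 4.2 ± 1.04 log2 CPM at 6 h and 1.54 ± 1.2 at 24 h (SD, n = 3 each). The change against gentamicin alone was 0.00 at 6 h (SE 0.64, adjusted p = 0.998 and 0.996 by edgeR), or -0.19 with the block. At 24 h it was -1.54 (SE 0.69, adjusted p = 0.620 and 0.135 by edgeR, block -1.52), with overlapping libraries.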

Pioglitazone single treatment resulted in a significantly lower expression when compared to gentamicin at 6 and 24 h, but this effect did not persist under co-treatment with pioglitazone and gentamicin (Figure 2C). 

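In the comparison of both drugs with gentamicin alone, the interleukin gene Il16 (GRCm38, chromosome 7 from 83642825 to 83745726, reverse strand) fell from 4.46 ± 0.35 to 3.06 ± 0.31 log2 CPM at 24 h (SD, n = 3 each). The log2 fold change was -1.42 (SE 0.34, adjusted p = 0.118 over all genes and 0.00941 over the paper's genes, by edgeR), with all 3 libraries lower. With the replicate block it was -1.40 and passed adjustment over all genes (adjusted p = 0.0174 by edgeR). At 6 h Il16 changed by -0.80 (SE 0.32, adjusted p = 0.141 and 0.160 by edgeR), or -0.85 with the block (adjusted p = 0.0300). The chemokine gene Cxcl16 (GRCm38, chromosome 11 from 70453983 to 70459984, reverse strand) fell by 0.62 on the log2 scale at 6 h (SE 0.27, adjusted p = 0.166 and 0.184 by edgeR) with overlapping libraries. At 24 h it fell by 0.94 (SE 0.28, adjusted p = 0.292 and 0.0319 by edgeR, block -0.95), from 3.83 ± 0.09 to 2.88 ± 0.33 (SD, n = 3 each), with no overlap. Libraries were made from whole OCs, so the values are not specific to hair cells.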

Also, we found that the number of pro-inflammatory genes and stress-induced genes decreased in HCs after pioglitazone treatment in the presence of gentamicin compared to gentamicin alone. These genes mostly encoded chemokines (*Ccl2, Ccl9, Ccl12, Cxcl10, Cxcl16*, and *Gbp2* with *Il-16*; Table 2). 

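Gbp2 (GRCm38, chromosome 3 from 142620602 to 142638008, forward strand) did not change with both drugs against gentamicin alone at 6 h (log2 fold change 0.19, SE 0.44, adjusted p = 0.818 over all genes and 0.831 over the paper's genes, by edgeR, block 0.05). At 24 h it was -1.39 (SE 0.48, adjusted p = 0.425 and 0.0588 by edgeR, block -1.35), at 2.38 ± 0.14 against 3.71 ± 0.37 log2 CPM (SD, n = 3 each), with no overlap between the libraries. Ccl9 fell at 6 h by 1.29 on the log2 scale (SE 0.49, adjusted p = 0.125 and 0.160 by edgeR, block -1.20) and was -0.08 at 24 h (SE 0.48, adjusted p = 0.988 and 0.950). Without the first library with both drugs, Ccl9 at 6 h passed the threshold (edgeR, adjusted p = 0.0398). Ccl2 was 0.81 at 6 h (SE 0.85, adjusted p = 0.564 and 0.597 by edgeR) and -1.27 at 24 h (SE 1.05, adjusted p = 0.878 and 0.419). Cxcl10 was 0.82 at 6 h (SE 0.75, adjusted p = 0.495 and 0.537 by edgeR) and -1.0 at 24 h (SE 0.79, adjusted p = 0.868 and 0.419). Ccl12 had 5 to 8 counts with gentamicin and 0 to 5 with both drugs at 24 h, too few to measure its change of -1.15 precisely (SE 1.0, adjusted p = 0.893 and 0.419 by edgeR), and it was -1.03 at 6 h (SE 0.76, adjusted p = 0.396 and 0.535). For Ccl2, Ccl9, Ccl12 and Cxcl10 the libraries overlapped in each comparison, apart from Ccl12 at 24 h, and the block kept each direction.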

Overall, pioglitazone shows anti-inflammatory effects on the gene expression level that seem to be differently pronounced concerning the incubation time in cell culture.

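Whether the effects of the drugs differed between 6 and 24 h was tested directly, as an interaction of treatment and time. For single genes, 0 genes had an adjusted p-value under 0.05 for gentamicin, 0 for pioglitazone and 0 for combined treatment against gentamicin (edgeR), and 125, 714 and 663 had an unadjusted p-value under 0.05. With the replicate block the counts were 0, 1 and 1. For gene lists, over 25 tests, the effect of pioglitazone on the IFNα list was lower at 24 h than at 6 h by a median of -0.34 on the log2 scale without gentamicin (camera, adjusted p = 1.52e-05, and 0.000101 with the block) and of -0.38 with gentamicin (adjusted p = 1.52e-05, and 0.000127 with the block). For the IFNγ list these differences were -0.17 (camera, adjusted p = 0.000428, and 0.00137 with the block) and -0.30 (adjusted p = 1.52e-05, and 9.95e-05 with the block). For the inflammatory response list the differences were -0.01 (camera, adjusted p = 0.999, and 0.983 with the block) and -0.11 (adjusted p = 0.309, and 0.238 with the block). These list tests were added after the data were seen and used only camera at its fixed correlation. The IFNα and IFNγ results with pioglitazone at 24 h, from which these differences come, lost the threshold with the correlation estimated and with fry. From the lower expression of the pathways and of single genes with pioglitazone, and from the differences between the time points, the paper proposes that pioglitazone acts against inflammation at the level of gene expression and that this effect depends on the time in culture.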

**Figure 2:**
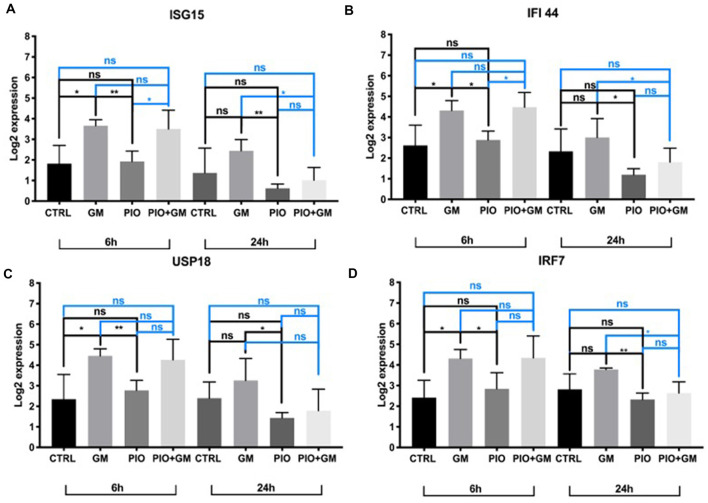
Isg15, Ifi44, Usp18, and Irf7 expression is downregulated in the presence of pioglitazone. **(A)** Gentamicin (GM) increased *Isg15* expression after 6 h when comparing to control or pioglitazone (PIO), combined treatment did not show any changes at this time point when compared to control or gentamicin, and was increased compared to pioglitazone; pioglitazone’s effect was significant at 24 h in downregulating Isg15 expression alone or in combination with gentamicin when compared to gentamicin alone. **(B)** Gentamicin upregulated *Ifi44* expression at 6 h, whereas pioglitazone alone or in combination with gentamicin kept *Ifi44* expression levels significantly lower when compared to gentamicin alone at 24 h. **(C)** Usp18 expression was upregulated by gentamicin at 6 h compared to control or pioglitazone, and at 24 h of treatment, there was a significant difference between gentamicin and pioglitazone in which the latter decreased *Usp18* levels. **(D)** *Irf7* expression was upregulated after 6 h of exposure and significantly differed when compared to control or pioglitazone. At 24 h, pioglitazone decreased *Irf7* expression levels alone or in combination with gentamicin when compared to gentamicin alone. Six OCs per condition were used, and each experimental treatment was performed in triplicate *n* = 3; *p < 0.05, **p < 0.01, ns (not significant).

**Table 2:** Pro-inflammatory and stress-induced genes are decreased in hair cells (HCs) after pioglitazone (PIO) exposure.

Gene	Gene name	PIO + GM vs. GM	
symbol		*p*	
Ccl2	Chemokine (C-C motif) ligand 2	0.0436678590	downregulated
Ccl9	Chemokine (C-C motif) ligand 9	0.008335264
Ccl12	Chemokine (C-C motif) ligand 12	0.020275026
Cxcl10	Chemokine (C-X-C motif) ligand 10	0.02378565
Cxcl16	Chemokine (C-X-C motif) ligand 16	0.003689454
Gbp2	Guanylate binding protein 2	0.01283124
Il-16	Interleukin 16	2.398601e-05	

*Table with the most significant gene expression changes of RNA sequencing results and their p-values in samples exposed to a combination of pioglitazone and gentamicin (GM) compared to gentamicin alone (*n* = 9)*.

### Pioglitazone Affects the TLR and STAT Pathways in the Cochlea

A closer look at the RNA sequencing results at the single-gene level revealed a decrease in *Tlr4* and *Tlr2* receptor expression in samples exposed to pioglitazone after 24-h treatment (Figures 3A,B). 

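Tlr4 (GRCm38, chromosome 4 from 66827584 to 66930284, forward strand) was at 5.28 ± 0.28 log2 CPM in CTRL and 4.78 ± 0.21 with pioglitazone at 24 h (SD, n = 3 each). The log2 fold change was -0.51 (SE 0.23, adjusted p = 0.463 over all genes and 0.115 over the paper's genes, by edgeR), with every pioglitazone library below every CTRL library. With the replicate block (same-number correlation 0.38 at 24 h) it was -0.50 (adjusted p = 0.211 by edgeR). Tlr2 (GRCm38, chromosome 3 from 83836272 to 83841767, reverse strand) went from 3.55 ± 0.43 to 3.12 ± 0.11 (SD, n = 3 each), a change of -0.48 (SE 0.28, adjusted p = 0.598 and 0.197 by edgeR, block -0.45), also without overlap. Against gentamicin alone, pioglitazone alone was -0.34 for Tlr4 (SE 0.23, adjusted p = 0.705 and 0.283) and -0.41 for Tlr2 (SE 0.27, adjusted p = 0.706 and 0.283) by edgeR, the latter without overlap. Combined treatment was -0.20 for Tlr4 (SE 0.23, adjusted p = 0.925 and 0.553) and -0.23 for Tlr2 (SE 0.27, adjusted p = 0.930 and 0.553) by edgeR, with overlapping libraries. At 6 h, pioglitazone against CTRL gave -0.13 for Tlr4 (SE 0.23, adjusted p = 0.819 and 0.782) and -0.41 for Tlr2 (SE 0.27, adjusted p = 0.484 and 0.449) by edgeR.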

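The symbol Mal denotes the myelin and lymphocyte protein gene (GRCm38, chromosome 2 from 127633226 to 127656695, reverse strand), and the TLR adaptor MyD88-adapter-like, also abbreviated MAL, is encoded by Tirap (GRCm38, chromosome 9 from 35184551 to 35200291, reverse strand). At 24 h, Mal was at 5.61 ± 0.18 log2 CPM in CTRL and 5.27 ± 0.10 with pioglitazone (SD, n = 3 each), a change of -0.34 (SE 0.29, adjusted p = 0.759 over all genes and 0.387 over the paper's genes, by edgeR, block -0.34) without overlap between the libraries. Mal was -0.37 with pioglitazone against gentamicin (SE 0.29, adjusted p = 0.767 and 0.322 by edgeR), also without overlap, and -0.09 with both drugs against gentamicin (SE 0.29, adjusted p = 0.977 and 0.864). Tirap was at 4.06 ± 0.14 in CTRL and 3.93 ± 0.16 with pioglitazone (SD, n = 3 each), a change of -0.13 (SE 0.17, adjusted p = 0.874 and 0.629 by edgeR, block -0.13), within the spread between replicates. Its change was -0.23 with pioglitazone against gentamicin (SE 0.17, adjusted p = 0.753 and 0.322) and -0.20 with both drugs (SE 0.17, adjusted p = 0.888 and 0.419) by edgeR. Myd88 (GRCm38, chromosome 9 from 119335934 to 119341411, reverse strand) was at 3.61 ± 0.26 in CTRL and 3.57 ± 0.06 with pioglitazone (SD, n = 3 each), a change of -0.05 (SE 0.31, adjusted p = 0.979 and 0.862 by edgeR, block -0.05). Against gentamicin it was -0.21 with pioglitazone (SE 0.30, adjusted p = 0.921 and 0.522 by edgeR), without overlap, and -0.20 with both drugs (SE 0.30, adjusted p = 0.952 and 0.677).

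**Figure D2:**
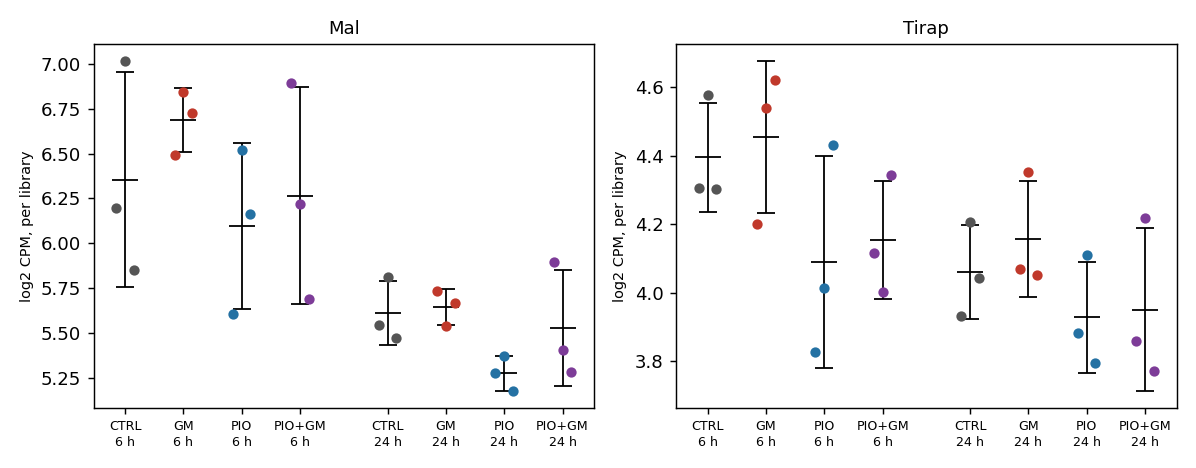
Log2 CPM of Mal and of Tirap in each library, by treatment and time point, with 3 libraries per group. Mal runs higher than Tirap, at 6.35 against 4.4 on average in CTRL at 6 h.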

We observed a similar pattern for *Mal* and *MyD88*, which are initial components of the TLR pathway (Figures 3C,D). Consistent with these results is a previously identified decrease in the expression of a downstream *Irf7* (Figure 2D), whose activation is regulated by the MyD88-dependent branch of the TLR pathway. Moreover, our qPCR results showed a decreased expression of *Irf3* in the presence of pioglitazone alone or combined with gentamicin, when compared to gentamicin alone or control (Figure 3G). 

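At 24 h, Irf7 had 46 to 82 counts per library with pioglitazone, 43 to 121 with both drugs, 54 to 129 in CTRL and 71 to 190 with gentamicin. Pioglitazone against CTRL gave a log2 fold change of -0.65 (SE 0.62, adjusted p = 0.796 over all genes and 0.454 over the paper's genes, by edgeR, block -0.57). With one library left out, the change with both drugs against gentamicin stayed between -1.14 and -0.54. Myd88 at 6 h was -0.59 with both drugs against gentamicin (SE 0.30, adjusted p = 0.233 and 0.306 by edgeR, block -0.64) with overlapping libraries, and it passed the threshold only without the first library with both drugs (adjusted p = 0.00941).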

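Irf3 (GRCm38, chromosome 7 from 44997648 to 45002848, forward strand) was at 5.28 ± 0.30 log2 CPM in CTRL, 5.38 ± 0.24 with gentamicin, 5.53 ± 0.11 with pioglitazone and 5.39 ± 0.15 with both drugs in the RNA sequencing at 24 h (SD, n = 3 each). Its log2 fold change was 0.23 with pioglitazone against CTRL (SE 0.18, adjusted p = 0.735 over all genes and 0.360 over the paper's genes, by edgeR, block 0.24) and 0.00 with both drugs against gentamicin (SE 0.18, adjusted p = 1.00 and 0.992, block 0.01), within the spread between replicates. The direction of the latter, at 0.00, was set by the method: without TMM factors it was 0.01. At 6 h the changes in these comparisons were 0.13 (SE 0.18, adjusted p = 0.761 and 0.714) and -0.22 (SE 0.18, adjusted p = 0.451 and 0.535) by edgeR. Ticam1 (GRCm38, chromosome 17 from 56269319 to 56276786, reverse strand), which encodes the adaptor TRIF of the MyD88-independent branch, changed by -0.29 with pioglitazone at 24 h (SE 0.20, adjusted p = 0.680 and 0.287 by edgeR, block -0.30), without overlap between the libraries, and by -0.12 with both drugs (SE 0.20, adjusted p = 0.955 and 0.679). At 6 h these changes were -0.24 (SE 0.20, adjusted p = 0.589 and 0.669) and -0.22 (SE 0.20, adjusted p = 0.505 and 0.537) by edgeR.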

We unexpectedly found no other changes in this branch of the TLR pathway, except for the downstream *Irf3* factor.

**Figure 3:**
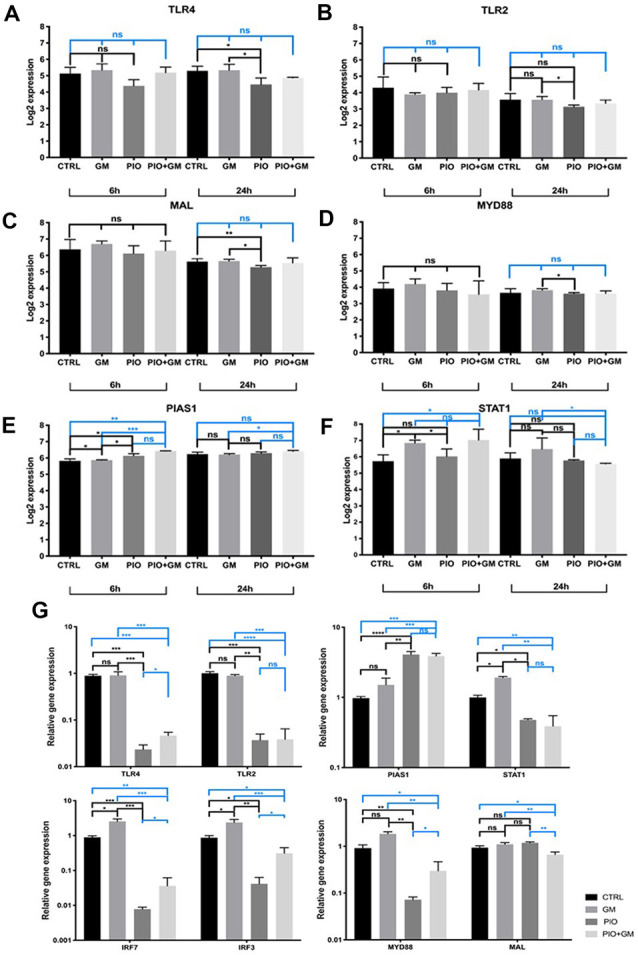
Pioglitazone affects the gene expression of Toll-like receptor (TLR) and STAT pathway components. **(A–F)** RNA sequencing results for 6 h and 24 h treatment at the single-gene level. **(A,B)** A decrease in the *Tlr4* and *Tlr2* receptor expression in samples exposed to pioglitazone (PIO) was evident after 24 h of treatment. **(C,D)** *Mal* and *Myd88*, initial components of the TLR pathway, were affected by pioglitazone treatment at 24 h and significantly downregulated when compared to gentamicin treatment or control (CTRL). **(E)** A significant increase in *Pias1* expression under the influence of pioglitazone in combination with gentamicin (GM), when compared to gentamicin alone, was evident at both time points. **(F)** *Stat1* expression was decreased by single pioglitazone treatment at 6 h, but combined treatment with pioglitazone and gentamicin triggered a significant decrease only after 24 h when compared to gentamicin alone. Six OCs per condition were used, and each experimental treatment was performed in triplicate *n* = 3; *p < 0.05, **p < 0.01, ***p < 0.001, ns (not significant). **(G)** qPCR validation of gene expression changes observed after RNA sequencing. The results shown are for 24-h treatment. Obvious results were obtained for *Tlr4*, *Tlr2*, *Myd88*, *Irf7*, and *Irf3*, with a significant decrease in samples treated with pioglitazone alone or in combination with gentamicin, compared to gentamicin only. Exceptions were no significant difference in *Stat1* expression in the presence of pioglitazone alone, and a decreased Mal expression only with the combination of pioglitazone and gentamicin. Results are the mean fold-change in transcript levels ± SD. *n* = 3; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns (not significant).

At the same time, *Pias1* expression increased under the influence of pioglitazone alone after 6 h treatment and in gentamicin combined treatment compared to gentamicin alone at 6 and 24 h (Figure 3E). 

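Pias1 lies on chromosome 9 from 62878368 to 62987924, reverse strand of GRCm38. At 6 h it was at 5.8 ± 0.09 log2 CPM in CTRL, 5.85 ± 0.04 with gentamicin, 6.11 ± 0.11 with pioglitazone and 6.21 ± 0.32 with both drugs (SD, n = 3 each). The log2 fold change was 0.31 with pioglitazone against CTRL (SE 0.12, adjusted p = 0.224 over all genes and 0.116 over the paper's genes, by edgeR, block 0.31), with all 3 libraries higher. With both drugs against gentamicin it was 0.38 (SE 0.12, adjusted p = 0.0822 and 0.0978 by edgeR), and 1 of the 3 libraries with both drugs lay within the gentamicin range. The block gave 0.37 (adjusted p = 0.0536 by edgeR), and DESeq2's Wald test gave an adjusted p of 0.0277. Over the alternatives other than leaving out libraries, this change ranged from 0.09 to 0.40 (adjusted p up to 0.701, edgeR or DESeq2). That of pioglitazone against CTRL at 6 h ranged from 0.15 to 0.35 (adjusted p from 0.163 to 0.669). At 24 h the change with both drugs was 0.20 (SE 0.12, adjusted p = 0.761 and 0.287 by edgeR, block 0.20), from 6.2 ± 0.05 to 6.4 ± 0.05 (SD, n = 3 each), with all 3 libraries higher. Pioglitazone alone gave 0.07 against CTRL at 24 h (SE 0.12, adjusted p = 0.914 and 0.669 by edgeR).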

PIAS1 has been described as negatively regulating the TRIF, IRF3, and IRF7 components of the TLR pathway and mainly STAT1 dimers. *Stat1* expression was decreased by pioglitazone treatment at 6 h, but combined treatment with pioglitazone and gentamicin yielded a significant decrease only after 24 h when compared to gentamicin-only treatment (Figure 3F). qPCR on samples treated for 24 h was performed to further examine the expression of these genes, and we obtained more obvious results in the cases of *Tlr4*, *Tlr2*, *Myd88*, *Irf7*, and *Irf3*, with a significant decrease under treatment with pioglitazone alone or in combination with gentamicin, compared to gentamicin only or control. *Stat1* and *Mal* expression levels showed to be decreased by pioglitazone alone or in combination with gentamicin when compared to gentamicin treated or control samples (Figure 3G). These results indicate that gentamicin as well as pioglitazone have distinctive effects on TLR and STAT pathways.

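In the RNA sequencing comparisons of Tlr4, Tlr2, Mal, Myd88, Irf3, Irf7 and Pias1, no adjusted p-value over all genes was under 0.05 with edgeR's quasi-likelihood test. At 6 h, pioglitazone against gentamicin was -0.35 for Tlr4 (SE 0.23, adjusted p = 0.469), 0.11 for Tlr2 (SE 0.27, adjusted p = 0.870), -0.55 for Mal (SE 0.28, adjusted p = 0.354) and -0.44 for Myd88 (SE 0.30, adjusted p = 0.486) by edgeR, with overlapping libraries. From the levels of these genes in the sequencing and in its qPCR at 24 h, the paper reads distinctive effects of gentamicin and of pioglitazone on TLR and STAT pathways.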

### PIAS1 Protein and Gene Expression Increases in the Presence of Pioglitazone

Western blot analysis of OC protein isolates revealed significant increases in PIAS1 levels in samples treated with 10 μM pioglitazone compared to control or gentamicin-exposed samples (Figure 4A). In combined treatment with 10 μM pioglitazone and 50 μM gentamicin, PIAS1 protein levels remained unchanged compared to control or gentamicin, as shown in Figure 4A and the representative western blot image (Figure 4B).

**Figure 4:**
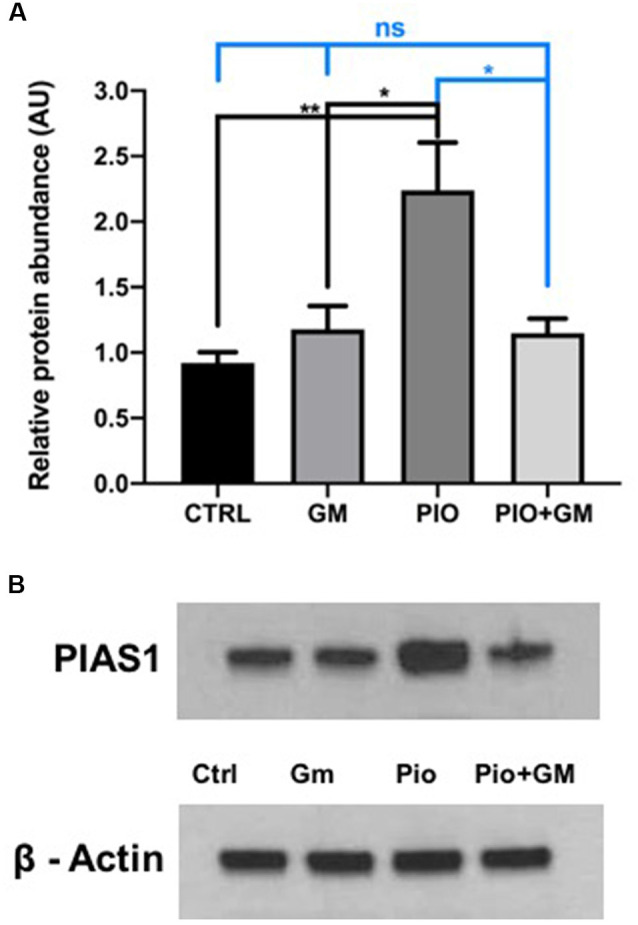
PIAS1 protein and gene expression increased in the presence of pioglitazone (PIO). **(A)** Western blot analysis of OC protein isolates revealed a significant increase in PIAS1 levels in samples treated with 10 μM pioglitazone compared to control (CTRL), gentamicin (GM)-exposed and PIO plus GM-treated samples. In combined treatment of 10 μM pioglitazone and 50 μM gentamicin, PIAS1 protein levels remained unchanged compared to control or gentamicin. **(B)** Representative western blot image showing increased PIAS1 protein presence in samples exposed to pioglitazone and no changes in protein levels in control, gentamicin, or combined treatment of pioglitazone and gentamicin. Data were obtained from 10 explants (five mice) pooled per treatment group, and done in triplicate, *n* = 3; *p < 0.05, **p < 0.01, ns (not significant). ß-actin was used as a loading control.

### Gentamicin Induces IRF7 Phosphorylation and Nuclear Translocation, and Pioglitazone Reverses This Effect

IRF7 phosphorylation was significantly increased in protein lysates of samples exposed to 50 μM gentamicin compared to control after 24 h incubation (Figures 5A,B). Pioglitazone alone did not result in a significant change compared to either control or gentamicin. Combined treatment with pioglitazone and gentamicin reduced levels of phosphorylated IRF7 when compared to gentamicin. Because IRF7 phosphorylation induces its translocation to the nucleus, we immunostained cultured OCs for IRF7 detection. Based on DAPI staining, IRF7 was more concentrated in the nucleus in samples exposed to gentamicin, whereas in the control and pioglitazone-exposed OCs, the IRF7 remained mostly in the cytoplasm (Figure 5C).

**Figure 5:**
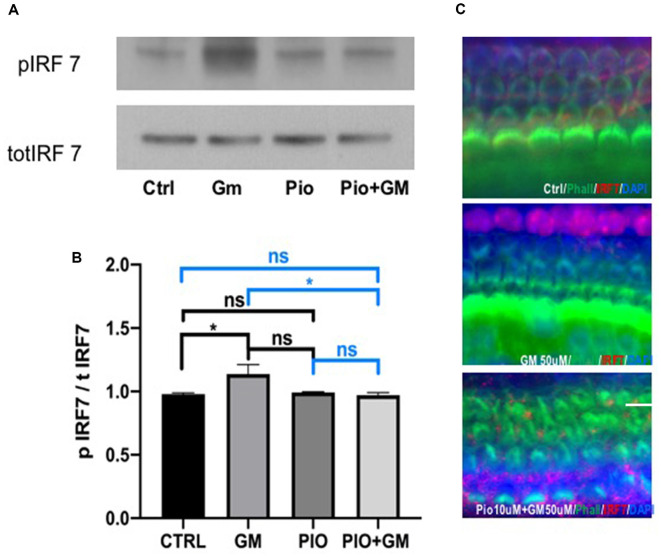
Pioglitazone (PIO) affects gentamicin (GM)-induced IRF7 phosphorylation and nuclear translocation. **(A)** Representative western blot of IRF7 phosphorylation. IRF7 phosphorylation was significantly increased in protein lysates of samples exposed to 50 μM gentamicin compared to control. Pioglitazone alone did not induce significant change compared to either control or gentamicin. Combined treatment of pioglitazone and gentamicin lowered the phosphorylation levels of IRF7 when compared to gentamicin. **(B)** Quantitative analysis of western blots. Values indicate the ratio of phospho-IRF7 and total-IRF7 expression levels. Data were obtained from 10 explants (five mice) pooled per treatment group and done in triplicate, *n* = 3. *p < 0.05, ns (not significant). **(C)** Because IRF7 phosphorylation induces its translocation to the nucleus, we immunostained cultured OCs to detect IRF7. IRF7 (red) was more concentrated in the nucleus together with DAPI in samples exposed to gentamicin, while in the control and pioglitazone-exposed OCs, the IRF7 remained mostly in the cytoplasm. Green represents phalloidin-stained HCs. Scale bar, 50 μm.

## Discussion

Inflammation in the ear resulting from exposure to ototoxic drugs or excessive noise is a unique case of immune reaction that is not pathogen provoked (Rock et al., 2010). In the cochlea, the immune response can be initiated by stress and cellular damage products through interaction with TLRs, RAGE (receptor for advanced glycation end-products), and other receptors (Peri and Calabrese, 2014; Keithley, 2018). The OC sensory cells are the main structures suffering damage after noise or ototoxic drug exposure and for a long time were considered to lack any immune function. Cai et al. (2014) showed that the cochlear sensory epithelium constitutively expresses immune/inflammatory-response related-genes. This result was also confirmed in our current study where, after exposure to ototoxic gentamicin or PPAR-γ agonist pioglitazone, major changes occurred in the IFN-alpha and -gamma and inflammatory pathways.

IFNs are multifunctional proteins affecting cell proliferation, cell differentiation, the apoptotic immune response, and inflammation. Here we explored the overall gene expression in OC and found the IFN-alpha and -gamma pathways to be significantly increased after gentamicin treatment in cultured explants. Aminoglycosides induce HC death, so an observed increase in the cytokine/inflammatory pathways could be the result of cellular damage products. Damage in supporting cells precedes damage in adjacent HCs and could be mediated by the inflammatory response. Indeed, supporting cells are the major site for the expression of immune genes (Cai et al., 2014).

PPAR-γ receptors suppress inflammatory cytokine production in other tissues (Youssef and Badr, 2004; Kapadia et al., 2008). In cochlea and OC, however, this effect was not previously described. Using OCs cultured with the PPAR-γ agonist pioglitazone, we show here for the first time the downregulation of cytokine-inducing pathways under this condition. Some of the genes linked to immune and inflammatory responses, which include cytokine–cytokine receptor interactions, the chemokine signaling pathway, the TLR signaling pathway, and the NOD-like receptor signaling pathway, have previously been connected with the cochlear response to acoustic overstimulation (Yang et al., 2016). In our study, the presence of pioglitazone, compared to gentamicin alone, led to decreased expression of several pro-inflammatory genes in OC, mostly chemokines. In clinical practice, steroid-based treatments against noise-induced hearing loss have been effective most likely because of an anti-inflammatory reaction that suppresses excessive inflammation. However, in some studies, large doses of steroids harmed long-term cochlear function (Karlidag et al., 2002; Takemura et al., 2004). This variable outcome of steroid treatment might be explained by the actions of multifunctional pro-inflammatory cytokines (Fujioka et al., 2006).

Of interest, *Cxcl10*, *Gbp2*, and *Isg15* all were downregulated in the presence of pioglitazone. All three are regulated by cRel, a transcription factor from the NFκB family. *Gbp2* is upregulated under conditions of cellular stress and can be expressed in response to interferons (Wood and Zuo, 2017). *Isg15* is a homolog of ubiquitin in vertebrates and is strongly upregulated following induction by type I IFN. Also, a multifunctional component of the IFN response*, Usp18*, whose expression is regulated by interferon-sensitive response element (ISRE) binding and activation, was upregulated in the samples exposed to gentamicin, whereas only pioglitazone alone treatment resulted in decreased *Usp18* expression when compared to gentamicin. Another component of the type I IFN-inducible gene family, called *Ifi44*, was increased in samples exposed to gentamicin, and in the presence of pioglitazone this effect was inverted. *Ifi44* is associated with inflammation in gentamicin-induced ototoxicity and nephrotoxicity (Hu et al., 2017).

Another interesting result was with *Tlr4* and *Tlr2* receptor expression, which was decreased in the presence of pioglitazone alone. The major effect was observed, however, in the expression of downstream components such as *Irf3* and *Irf7*, whose activation subsequently increases under IFN and IFN-inducible gene expression. This effect in turn would positively feed the IFN-IFNAR/IFNGR loop through the STAT1/STAT2–mediated pathway. Studies show that *Tlr4* knockout mice are not impaired in their hearing performance and that lack of this receptor becomes significant only after exposure to noise, where the absence of this receptor seems to be advantageous and otoprotective (Cai et al., 2014; Vethanayagam et al., 2016).

Several studies have emphasized TLR4 activation as one of the pathways leading to inflammation after noise or ototoxicity caused by aminoglycoside or cisplatin treatments. The specific ligand that activates TLR4 in these cases is so far unidentified, but the expression of *Tlr4* is increased in the cochlea as a response to these damaging factors (Oh et al., 2011). Results obtained in patients with sudden sensorineural hearing loss revealed that those with the most severe hearing loss had the highest *Tlr2* expression (Yang et al., 2015). In our study, a moderate decrease in *Tlr4*, *Tlr2*, *Mal*, and *Myd88* components in the presence of pioglitazone alone would not be likely to lead to complete protection from gentamicin toxicity and inflammatory damage; as combined treatment with pioglitazone and gentamicin did not show a significant difference in the expression of these genes in the RNAseq results, and a slight change after the qPCR testing. No other downstream components of this pathway were affected except *Irf3* and *Irf7*, whose translocation to the nucleus stimulates cytokine expression.

We found that the anti-inflammatory molecule PIAS1 was significantly upregulated in the presence of pioglitazone. Aside from directly inhibiting STAT1-mediated gene expression, PIAS1 has several different points of interference with pro-inflammatory pathways (Liu et al., 1998). PIAS1 interacts with IRF3 and inhibits the DNA binding activity of IRF3 (Li et al., 2013). A ligase within the PIAS family is responsible for the sumoylation of IRF3 and IRF7 observed after a viral infection, leading to the negative regulation of type I IFN gene expression, and PIAS1 is a mediator of IRF7 sumoylation (Kubota et al., 2008; Chang et al., 2009). Because *Irf7* expression depends on the activated IFN I and TLR pathways and IRF7 protein itself promotes IFN-alpha and *Irf7* gene expression by binding to ISRE, interference with its activation and nuclear translocation could lead to decreased *Irf7* mRNA levels. We have discovered increased phosphorylation of IRF7 protein in samples exposed to gentamicin, whereas pioglitazone-treated samples had levels similar to control samples. PIAS1 proved to be important in maintaining proper amounts of type I IFNs. Another group has shown that PIAS1 can inhibit TRIF-induced promoter activity and prevent the whole downstream activation of the TLR4 pathway (Kubota et al., 2011).

We have proposed a scheme to summarize these PIAS1 effects and points of interference with the TLR and IFN pathways, with our results incorporated (Figure 6). Gentamicin boosts expression of genes related to the inflammatory response in OC explants, but pioglitazone counteracts this effect. Because the increased inflammatory response and ROS after noise exposure or ototoxic insult arise quickly in the cochlea and are directly associated with HC death, a drug that could prevent the earliest stages of inflammation and oxidative stress would be crucial for hearing preservation.

**Figure 6:**
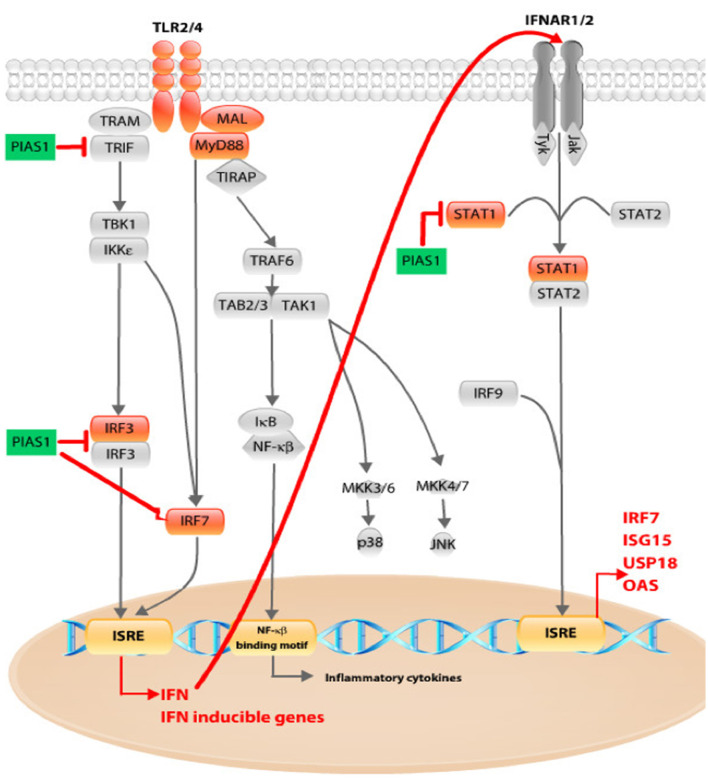
Schematic overview of pioglitazone effects on TLR and interferon (IFN) pathway. Pioglitazone decreased *Tlr4* and *Tlr2* receptor expression together with *Mal* and *Myd88* (marked in orange). The major effect was observed in decreased expression of downstream pathway components such as *Irf3* and *Irf7*, whose activation subsequently upregulates IFN and IFN-inducible gene expression, as found in our gentamicin-treated OCs. Pioglitazone upregulated *Pias1* (marked in green). PIAS1 can interact with IRF3 and inhibit its DNA-binding activity. PIAS1 acts as a mediator of IRF7 sumoylation. *Irf7* expression is dependent on the activated IFN I and TLR pathways. IRF7 protein itself promotes IFN-α and *Irf7* gene expression by binding to interferon-sensitive response element (ISRE), and interference with its activation and nuclear translocation could lead to decreased *Irf7* mRNA levels. We have discovered increased phosphorylation of IRF7 protein in samples exposed to gentamicin, whereas pioglitazone-treated samples had levels similar to control samples. The third point of PIAS1 interaction with the IFN pathway could be the blocking of STAT1 and subsequent activation of ISRE-mediated gene transcription. By interfering at any of these points, PIAS1 could decrease IFN and IFN-inducible gene expression, leading to inhibition of IFN-dependent IFN-pathway activation (red arrow).

Our previous studies demonstrated the robust effects of pioglitazone to prevent auditory HC loss *in vitro* (Sekulic-Jablanovic et al., 2017). We have also shown that intratympanic administration of pioglitazone protects from acute noise-induced hearing loss *in vivo* (Paciello et al., 2018). Pioglitazone blocks the immediate increase in ROS and the more delayed induction of cochlear inflammatory responses. These data suggest that early intervention with pioglitazone before the administration of ototoxic drugs may be most effective.

Pioglitazone has previously been shown to penetrate the central nervous system. Orally administered pioglitazone was shown to enter the brains of transgenic mice representing a model of Alzheimer’s disease (AD) at sufficient concentrations to exert biologically relevant effects to reduce AD-related pathological burden and to suppress glial activation (Maeshiba et al., 1997; Heneka et al., 2005; Roberts et al., 2009). The combination of blood-brain barrier penetration and demonstrated activity on AD-related pathophysiology suggests that oral pioglitazone may also be useful in countering cochlear pathologies associated with ototoxic agents.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158431.

## Ethics Statement

The animal study was reviewed and approved by Kantonales Veterinäramt, Basel, Switzerland under licence number 2263.

## Author Contributions

MS-J conceived, designed and carried out the experiments, analysis, and wrote the manuscript with input from all authors. VP contributed to the interpretation of the results and image analysis. MW contributed to the interpretation of the results and writing the manuscript. DB critically revised the manuscript and did the final approval of the version to be published. All authors provided critical feedback and helped shape the research, analysis and manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

MW was employed by the company Strekin AG, Basel (Switzerland). Prof. DB is a co-founder and holds shares in Strekin AG.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

AD: Alzheimer’s disease
HC: Hair cell
IFN: Interferon
IFNAR/IFNGR: Interferon-alpha receptor/Interferon-gamma receptor
IHC: Inner hair cell
OC: Organ of Corti
OHC: Outer hair cell
PIAS1: Protein inhibitor of activated STAT1
PPAR: Peroxisome proliferator-activated receptor
TLR: Toll-like receptors.

## References

[B1] CaiQ.VethanayagamR. R.YangS.BardJ.JamisonJ.CartwrightD.. (2014). Molecular profile of cochlear immunity in the resident cells of the organ of corti. J. Neuroinflammation 11:173. 10.1186/s12974-014-0173-825311735PMC4198756

[B2] ChangT.-H.KubotaT.MatsuokaM.JonesS.BradfuteS. B.BrayM.. (2009). Ebola zaire virus blocks type I interferon production by exploiting the host SUMO modification machinery. PLoS Pathog. 5:e1000493. 10.1371/journal.ppat.100049319557165PMC2696038

[B3] CroasdellA.DuffneyP. F.KimN.LacyS. H.SimeP. J.PhippsR. P. (2015). PPARγ and the innate immune system mediate the resolution of inflammation. PPAR Res. 2015:549691. 10.1155/2015/54969126713087PMC4680113

[B4] FujiokaM.KanzakiS.OkanoH. J.MasudaM.OgawaK.OkanoH. (2006). Proinflammatory cytokines expression in noise-induced damaged cochlea. J. Neurosci. Res. 83, 575–583. 10.1002/jnr.2076416429448

[B5] HenekaM. T.SastreM.Dumitrescu-OzimekL.HankeA.DewachterI.KuiperiC.. (2005). Acute treatment with the PPARgamma agonist pioglitazone and ibuprofen reduces glial inflammation and abeta1-42 levels in APPV717I transgenic mice. Brain 128, 1442–1453. 10.1093/brain/awh45215817521

[B6] HuJ.-G.FuY.XuJ.-J.DingX.-P.XieH.-Q.Li-LingJ. (2017). Altered gene expression profile in a rat model of gentamicin-induced ototoxicity and nephrotoxicity and the potential role of upregulated Ifi44 expression. Mol. Med. Rep. 16, 4650–4658. 10.3892/mmr.2017.715028791351PMC5647021

[B7] KalinecG. M.LomberkG.UrrutiaR. A.KalinecF. (2017). Resolution of cochlear inflammation: novel target for preventing or ameliorating drug-, noise- and age-related hearing loss. Front. Cell. Neurosci. 11:192. 10.3389/fncel.2017.0019228736517PMC5500902

[B8] KapadiaR.YiJ.-H.VemugantiR. (2008). Mechanisms of anti-inflammatory and neuroprotective actions of PPAR-γ agonists. Front. Biosci. 13, 1813–1826. 10.2741/280217981670PMC2734868

[B9] KarlidagT.YalcinS.OzturkA.UstundagB.GokU.KaygusuzI.. (2002). The role of free oxygen radicals in noise induced hearing loss: effects of melatonin and methylprednisolone. Auris Nasus Larynx 29, 147–152. 10.1016/s0385-8146(01)00137-711893449

[B10] KaurT.MukherjeaD.SheehanK.JajooS.RybakL. P.RamkumarV. (2011). Short interfering RNA against STAT1 attenuates cisplatin-induced ototoxicity in the rat by suppressing inflammation. Cell Death Dis. 2:e180. 10.1038/cddis.2011.6321776018PMC3199718

[B11] KeithleyE. M. (2018). “Cochlear inflammation associated with noise-exposure,” in Inflammatory Mechanisms in Mediating Hearing Loss, eds RamkumarV.RybakL. P. (Cham, Switzerland: Springer International Publishing), 91–114.

[B12] KubotaT.MatsuokaM.XuS.OtsukiN.TakedaM.KatoA.. (2011). PIASy inhibits virus-induced and interferon-stimulated transcription through distinct mechanisms. J. Biol. Chem. 286, 8165–8175. 10.1074/jbc.M110.19525521199872PMC3048703

[B13] KubotaT.MatsuokaM.ChangT. H.TailorP.SasakiT.TashiroM.. (2008). Virus infection triggers SUMOylation of IRF3 and IRF7, leading to the negative regulation of type I interferon gene expression. J. Biol. Chem. 283, 25660–25670. 10.1074/jbc.M80447920018635538PMC2533075

[B14] LiR.PanY.ShiD. D.ZhangY.ZhangJ. (2013). PIAS1 negatively modulates virus triggered type I IFN signaling by blocking the DNA binding activity of IRF3. Antiviral Res. 100, 546–554. 10.1016/j.antiviral.2013.09.00124036127

[B15] LiuB.LiaoJ.RaoX.KushnerS. A.ChungC. D.ChangD. D.. (1998). Inhibition of stat1-mediated gene activation by PIAS1. Proc. Natl. Acad. Sci. U S A 95, 10626–10631. 10.1073/pnas.95.18.106269724754PMC27945

[B16] LuuK.GreenhillC. J.MajorosA.DeckerT.JenkinsB. J.MansellA. (2014). STAT1 plays a role in TLR signal transduction and inflammatory responses. Immunol. Cell Biol. 92, 761–769. 10.1038/icb.2014.5125027037

[B17] MaeshibaY.KiyotaY.YamashitaK.YoshimuraY.MotohashiM.TanayamaS. (1997). Disposition of the new antidiabetic agent pioglitazone in rats, dogs and monkeys. Arzneimittelforschung 47, 29–35. 9037440

[B18] MartinH. (2010). Role of PPAR-gamma in inflammation. Prospects for therapeutic intervention by food components. Mutat. Res. 690, 57–63. 10.1016/j.mrfmmm.2009.09.00920973164

[B19] NakagawaT. (2014). Strategies for developing novel therapeutics for sensorineural hearing loss. Front. Pharmacol. 5:206. 10.3389/fphar.2014.0020625278894PMC4165348

[B20] OhG.-S.KimH.-J.ChoiJ.-H.ShenA.KimC.-H.KimS.-J.. (2011). Activation of lipopolysaccharide-TLR4 signaling accelerates the ototoxic potential of cisplatin in mice. J. Immunol. 186, 1140–1150. 10.4049/jimmunol.100218321148032

[B21] OrasanuG.ZiouzenkovaO.DevchandP. R.NehraV.HamdyO.HortonE. S.. (2008). The peroxisome proliferator-activated receptor-gamma agonist pioglitazone represses inflammation in a peroxisome proliferator-activated receptor-alpha-dependent manner *in vitro* and *in vivo* in mice. J. Am. Coll. Cardiol. 52, 869–881. 10.1016/j.jacc.2008.04.05518755353PMC2633943

[B22] PacielloF.FetoniA. R.RolesiR.WrightM. B.GrassiC.TroianiD.. (2018). Pioglitazone represents an effective therapeutic target in preventing oxidative/inflammatory cochlear damage induced by noise exposure. Front. Pharmacol. 9:1103. 10.3389/fphar.2018.0110330349478PMC6187064

[B23] PeriF.CalabreseV. (2014). Toll-like receptor 4 (TLR4) modulation by synthetic and natural compounds: an update. J. Med. Chem. 57, 3612–3622. 10.1021/jm401006s24188011PMC4040398

[B24] PriuskaE. M.SchachtJ. (1995). Formation of free radicals by gentamicin and iron and evidence for an iron/gentamicin complex. Biochem. Pharmacol. 50, 1749–1752. 10.1016/0006-2952(95)02160-48615852

[B25] RobertsJ. C.FrielS. L.RomanS.PerrenM.HarperA.DavisJ. B.. (2009). Autoradiographical imaging of PPARγ agonist effects on PBR/TSPO binding in TASTPM mice. Exp. Neurol. 216, 459–470. 10.1016/j.expneurol.2009.01.00219320004

[B26] RockK. L.LatzE.OntiverosF.KonoH. (2010). The sterile inflammatory response. Annu. Rev. Immunol. 28, 321–342. 10.1146/annurev-immunol-030409-10131120307211PMC4315152

[B27] Sekulic-JablanovicM.PetkovicV.WrightM. B.KucharavaK.HuerzelerN.LevanoS.. (2017). Effects of peroxisome proliferator activated receptors (PPAR)-γ and -α agonists on cochlear protection from oxidative stress. PLoS One 12:e0188596. 10.1371/journal.pone.018859629182629PMC5705132

[B28] SergiB.FetoniA. R.PaludettiG.FerraresiA.NavarraP.MordenteA.. (2006). Protective properties of idebenone in noise-induced hearing loss in the guinea pig. Neuroreport 17, 857–861. 10.1097/01.wnr.0000221834.18470.8c16738476

[B29] SobkowiczH. M.LoftusJ. M.SlapnickS. M. (1993). Tissue culture of the organ of corti. Acta Otolaryngol. Suppl. 502, 3–36. 10.3109/000164893091301268475741

[B30] TakemuraK.KomedaM.YagiM.HimenoC.IzumikawaM.DoiT.. (2004). Direct inner ear infusion of dexamethasone attenuates noise-induced trauma in guinea pig. Hear. Res. 196, 58–68. 10.1016/j.heares.2004.06.00315464302

[B31] VethanayagamR. R.YangW.DongY.HuB. H. (2016). Toll-like receptor 4 modulates the cochlear immune response to acoustic injury. Cell Death Dis. 7:e2245. 10.1038/cddis.2016.15627253409PMC5143385

[B32] WoodM. B.ZuoJ. (2017). The contribution of immune infiltrates to ototoxicity and cochlear hair cell loss. Front. Cell. Neurosci. 11:106. 10.3389/fncel.2017.0010628446866PMC5388681

[B33] YangC.-H.HwangC.-F.YangM.-Y.LinP.-M.ChuangJ.-H. (2015). Expression of toll-like receptor genes in leukocytes of patients with sudden sensorineural hearing loss. Laryngoscope 125, E382–387. 10.1002/lary.2524125809471

[B34] YangS.CaiQ.VethanayagamR. R.WangJ.YangW.HuB. H. (2016). Immune defense is the primary function associated with the differentially expressed genes in the cochlea following acoustic trauma. Hear. Res. 333, 283–294. 10.1016/j.heares.2015.10.01026520584PMC4798880

[B35] YoussefJ.BadrM. (2004). Role of peroxisome proliferator-activated receptors in inflammation control. J. Biomed. Biotechnol. 2004, 156–166. 10.1155/S111072430430806515292582PMC551585

How the deposited data were processed for this re-analysis (not part of the article)

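RNA was measured in organ of Corti explants cultured for 6 or 24 h without drugs (CTRL), with 50 μM gentamicin (GM), with 10 μM pioglitazone (PIO) or with both (PIO+GM), in 3 libraries for each of the 8 groups and 24 in all, each from 6 pooled explants. The authors mapped the reads with RNA-STAR and made the counts with the qCount function of QuasR, as the number of reads starting within any RefSeq exon of a gene, and the deposited counts are neither normalized nor filtered. The same deposited table gives 1 other column, the length of each gene in base pairs as the authors' counting produced it. The genome build, the use of the strand and the treatment of reads with several matches are not stated. The labels list 2 flow cells for each library, so runs appear to have been pooled.

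The table held 24454 Entrez gene identifiers, of which 24374 were matched to a symbol and 80 were not. Library totals ranged from 7211357 to 15548856 counts, with a median of 12538495. They are totals of reads counted on genes, and thus a different measure from the 46.9 ± 0.4 M reads passing the sequencer's filter that the paper gives per sample. At these totals, 3 counts correspond to a CPM between 0.193 and 0.416, which covers counting error only.

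Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F-test), limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The filter kept 16317 genes. One model with a mean for each group was fitted to all 24 libraries, and GM was compared with CTRL, PIO with CTRL and PIO+GM with GM at each time point. For genes named in the text, PIO was also compared with GM. Comparisons of PIO+GM with CTRL and with PIO had also been planned and are not reported here. Differences between time points, and between the effects of pioglitazone with and without gentamicin, were tested as interactions. p-values were adjusted by the Benjamini-Hochberg method over all tested genes, and again over the 22 genes of a list of genes that the paper names, with a threshold of 0.05. Many of those genes were named by the paper for changes in these same libraries, so the second adjustment does not control error. Standard errors of log2 fold changes were derived from the F statistic. log2 CPM were computed with a prior count of 2.

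Gene lists for the IFNα, IFNγ, inflammatory, IL6 JAK STAT3 and IL2 STAT5 responses were written by hand after the Hallmark collection, not copied from its database, as were lists of hair cell, macrophage, PPAR-γ target and Schwann cell genes. They were tested with camera at an inter-gene correlation of 0.01, with adjustment over 30 tests for the first 5 lists and over 24 for the other 4. Interactions of the lists were tested with camera, with adjustment over 25 tests for the first 5 lists and over 20 for the other 4, which was added after the data were seen. Genes named in the text are those the paper names and, for each comparison, up to 2 in each direction with the largest change among genes past the threshold whose libraries did not overlap between the groups. Results of 2 genes are not reported here. Gene locations come from the GENCODE annotation of build GRCm38.

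The replicate numbers in the labels were used as a block in an alternative model, with 6 blocks, since libraries with the same number deviated together from their group means (mean correlation 0.11 at 6 h and 0.38 at 24 h). The common biological coefficient of variation was 0.225 without the block and 0.177 with it. Other alternatives were library size without TMM factors, a minimum of 10 counts in every library, no filter, the likelihood ratio test of edgeR, DESeq2's Wald test, models of the 12 libraries of a time point or the 6 libraries of a comparison, camera with the correlation estimated or set to 0, the rotation test fry, Reactome interferon lists, a prior count of 0.5, log2 RPKM and leaving out each library in turn. A Y-linked covariate, a covariate for counts on olfactory and vomeronasal receptor genes, and removal of a GC trend from each library, with and without the block, were added after the data were seen. Exact permutation tests of 3 against 3 libraries cannot give a p-value under 0.1.

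The procedure was tested on simulated data with 200 changed genes, of which 76.5% were recovered, 100% of the 111 with a log2 fold change of 2 and 47.2% of the 89 with 1. Genes with low counts were left out of the changed genes, and every gene had the common biological coefficient of variation. Recovery of genes with few reads or a larger spread was therefore not tested. Of 161 genes called, 8 had not been changed. Of 100 random gene lists, 0 had a p-value under 0.05 by camera. The simulated genes were drawn independently of each other, so this result does not test camera for lists whose genes vary together. The qPCR, western blot and hair cell count data of the paper were not used here.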

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

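The tests of GC content, background reads and pup sex on single comparisons of the hair cell, Schwann cell, macrophage and PPAR-γ target lists (apart from hair cells in PIO+GM vs GM at 24 h) and on Zfp811, H2bc4 and Angptl4, the tests of GC content and background reads on Crx and Fer1l4, and the test of PPAR engagement were chosen after the result was seen, and the other tests before. The interactions of gene lists were themselves added after the data were seen. Adjusted p-values come from limma's camera for lists and edgeR's quasi-likelihood test for genes. In each test of an artifact the model was refitted with a GC trend removed from each library, with a covariate for counts on olfactory and vomeronasal receptor genes (background reads), or with a covariate for Y-linked counts (pup sex), and where 1 value is given for several results it is the largest adjusted p-value among them. Of the 10 splits of the 6 libraries of a comparison, 4 part every pair of libraries with the same replicate number, the real split included, and these are the comparable ones. The other 6 part 1 such pair. The real split is always among the 4, so the splits alone cannot exclude chance for any result, however large, and each biological explanation below is a hypothesis. The 10 genes with the most counts took 6.61% to 10.6% of each library, and the library with the smallest total, 7211357 counts, was the third of PIO+GM at 6 h.

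By camera at its fixed correlation, the effect of treatment on the interferon lists differed between the time points. For IFNα, the effect of GM was lower at 24 h than at 6 h (median difference -0.24, adjusted p = 4.28e-11), as were the effects of PIO against CTRL (-0.34, adjusted p = 1.52e-05) and of PIO+GM against GM (-0.38, adjusted p = 1.52e-05) by camera. For IFNγ the values were -0.12, adjusted p = 0.000527 for GM, -0.17, adjusted p = 0.000428 for PIO and -0.30, adjusted p = 1.52e-05 for PIO+GM against GM (camera). With the replicate block the adjusted p-values were 1.28e-09, 0.000101 and 0.000127 for IFNα and 0.00201, 0.00137 and 9.95e-05 for IFNγ. After correction the largest adjusted p-value was 0.000825 for GC content, 0.000679 for background reads and 0.000225 for pup sex, so none of these fully explains the differences. Different culture time is the biological explanation that the design offers. Splits were not fitted for interactions of lists, so with 3 libraries per group chance was left open for these differences.

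The hair cell list also changed differently with GM at 24 h than at 6 h (-0.30, adjusted p = 4.19e-06, camera, block adjusted p = 7.10e-09), and the PPAR-γ target list changed differently with PIO (0.18, adjusted p = 0.0289, camera, block adjusted p = 0.0609) and with PIO+GM against GM (0.28, adjusted p = 0.00497, block adjusted p = 0.0165). The largest adjusted p-value after correction was 0.0777 for GC content, reached by PPAR-γ target genes with PIO, so GC content cannot be excluded for that result alone, and 0.00406 for background reads and 0.0382 for pup sex. The effect of PIO on the inflammatory list at 6 h was higher with GM than without (0.13, adjusted p = 0.0243, camera, block adjusted p = 0.0159), and after correction the adjusted p-value was 0.0259, 0.00451 and 0.0295 in the same order. Leaving out single libraries, fry and camera with the correlation estimated were not run for interactions of lists.

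Hair cell genes were lower with GM at 24 h (median log2 fold change -0.47, 6 of 25 genes higher, adjusted p = 3.05e-11, camera, 1.62e-15 to 0.518 over its alternatives), with list means of 3.73 to 4.27 against 4.35 to 4.74 log2 CPM. A loss of hair cells from the explants would lower these genes. The value set as its test, 3.05e-11, is the change itself, so it does not separate a loss of cells from lower expression in each cell. After correction the adjusted p-value was 3.68e-11 for GC content, 2.17e-09 for background reads and 7.45e-12 for pup sex. 1 of the 4 comparable splits gave a result as large. The list was also lower with PIO+GM than with GM at 24 h (median log2 fold change -0.25, 5 of 25 genes higher, adjusted p = 0.00168, camera, 0.000208 to 0.734 over its alternatives), the opposite of what preserved hair cells would give (0.00168), and correction gave 0.0149, 0.000208 and 0.0226 in the same order. The paper's counts of hair cells are another measure, and a loss of transcripts is not a loss of cells. The list was lower with PIO at 6 h (median log2 fold change -0.21, 10 of 25 genes higher, adjusted p = 0.0387, camera, 0.00876 to 0.744 over its alternatives), with PIO+GM against GM at 6 h (median log2 fold change -0.22, 8 of 25 genes higher, adjusted p = 0.0387, 0.00211 to 0.744 over its alternatives, block adjusted p = 0.0586) and with PIO at 24 h (median log2 fold change -0.29, 4 of 25 genes higher, adjusted p = 0.0387, 0.00698 to 0.744 over its alternatives). For these, in the same order, correction for GC content gave 0.283, 0.406 and 0.0379, for background reads 0.00876, 0.00211 and 0.402 and for pup sex 0.0484, 0.0523 and 0.0291. GC content therefore cannot be excluded for the 2 results at 6 h, background reads for PIO at 24 h and pup sex for PIO+GM against GM at 6 h.

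Schwann cell and myelin genes at 6 h were higher with GM (median log2 fold change 0.49, 14 of 15 genes higher, adjusted p = 0.00156, camera, 0.000523 to 0.782 over its alternatives) and lower with PIO (median log2 fold change -0.90, 0 of 15 genes higher, adjusted p = 0.000440, 0.000118 to 0.734 over its alternatives) and with PIO+GM against GM (median log2 fold change -0.52, 1 of 15 genes higher, adjusted p = 0.0196, 0.00760 to 0.744 over its alternatives). The list means were 4.88 to 6.24 against 4.6 to 5.62 log2 CPM for GM and CTRL, and 3.77 to 5.05 against 4.6 to 5.62 log2 CPM for PIO and CTRL. After removal of a GC trend the adjusted p-values were 0.00702 for GM, 0.00668 for PIO and 0.0531 for PIO+GM against GM (0.0207 with the block as well), so GC content cannot be excluded for the last of these and does not fully explain the other results. The largest adjusted p-value after the other corrections was 0.0117 for background reads and 0.0226 for pup sex. 1, 1 and 3 of the 4 comparable splits gave results as large for GM, PIO and PIO+GM. A different amount of nerve tissue in the explants is a candidate source of these differences, and no value here separates it from an effect of the drugs.

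PPAR-γ target genes were higher with PIO at 6 h (median log2 fold change 0.28, 15 of 22 genes higher, adjusted p = 0.00122, camera, 0.000204 to 0.218 over its alternatives) and at 24 h (median log2 fold change 0.28, 17 of 22 genes higher, adjusted p = 4.38e-12, 3.82e-16 to 0.00545 over its alternatives) and with PIO+GM against GM at 24 h (median log2 fold change 0.26, 17 of 22 genes higher, adjusted p = 1.89e-11, 4.98e-14 to 0.00545 over its alternatives). The list means at 24 h were 4.35 to 4.41 against 3.89 to 3.92 log2 CPM for PIO and CTRL. The largest adjusted p-value after correction was 0.000204 for GC content, 0.000763 for background reads and 0.000907 for pup sex. Engagement of a PPAR receptor would raise the list in all 4 comparisons with PIO, and the largest adjusted p-value among those was 0.0933, in PIO+GM against GM at 6 h, where 14 of 22 genes were higher. That comparison passed with a GC trend removed (0.0118, and 0.0160 with the block as well), so the outcome depends on the setting and this test did not settle it. At 24 h the list passed in both comparisons under every alternative. Without any 1 library it also passed there (camera, at most 1.79e-08 for PIO and 1.52e-07 for PIO+GM). By edgeR, 1 and 4 of the 22 genes passed adjustment over all genes with PIO at 6 h and 24 h. With PIO+GM against GM 5 and 4 passed, counted in either direction. 2, 1 and 1 of the 4 comparable splits gave results as large for PIO at 6 h, PIO at 24 h and PIO+GM at 24 h. The list was also higher with GM at 24 h (median log2 fold change 0.08, 15 of 22 genes higher, adjusted p = 0.0387, camera, 0.00173 to 0.734 over its alternatives, block adjusted p = 0.0775), where correction gave 0.0574 for GC content, 0.0370 for background reads and 0.0523 for pup sex, so GC content and pup sex cannot be excluded. Macrophage genes were higher with GM at 24 h (median log2 fold change 0.27, 16 of 20 genes higher, adjusted p = 0.00398, camera, 0.00139 to 0.835 over its alternatives), and correction gave 0.0118 for GC content, 0.158 for background reads and 0.00228 for pup sex, so background reads cannot be excluded.

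Among single genes outside those the paper discusses, Zfp811 and H2bc4 were higher with PIO at 6 h (log2 fold change 1.29, adjusted p = 0.0461, block 1.28, and 1.25, adjusted p = 0.0461, block 1.22, edgeR), and all 3 libraries with PIO lay above all 3 of CTRL for each gene. The genes were chosen for this lack of overlap, which in either direction has a chance share of 10% for any gene. The largest adjusted p-value after correction was 0.0363 for GC content, 0.0605 for background reads (Zfp811, against 0.0326 for H2bc4) and 0.0614 for pup sex (both genes), and the log2 fold changes with the Y-linked covariate were 1.28 and 1.25. 27% of the 76-base windows of H2bc4 and 0 of those of Zfp811 occur in other genes. The background covariate left the log2 fold change of Zfp811 at 1.27. The calls were lost while the changes kept their size, so the lost calls do not show that pup sex or background reads account for the rise. Shared reads cannot be excluded for H2bc4. Without 1 library the calls of both genes were lost in 6 of 6 and 6 of 6 fits. Angptl4 was higher with PIO at 24 h (log2 fold change 3.35, adjusted p = 0.00176, block 3.35, edgeR), in all 3 libraries above all 3 of CTRL, and corrections gave 0.00101 for GC content, 0.00541 for background reads and 0.00359 for pup sex, with 0 windows shared with other genes. None of these fully explains the rise. Angptl4 belongs to the PPAR-γ target list, and a response to PIO may explain the rise. It was also higher with PIO+GM than with GM at 24 h (log2 fold change 2.67, adjusted p = 0.0138, block 2.69, edgeR), in other libraries. Without 1 library its call was lost in 0 of 6 fits against CTRL and in 4 of 6 against GM.

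Crx was at least 11.8-fold higher with GM at 24 h (log2 fold change of the model 4.42, adjusted p = 0.000395, block 4.46, edgeR), with 34 to 51 counts in GM, 29 to 49 in PIO+GM, 0 to 3 in CTRL and 1 to 2 in PIO. At 6 h it had 22 to 27 counts in GM, 14 to 21 in PIO+GM, 6 to 8 in CTRL and 6 to 8 in PIO. Fer1l4 was higher with GM at 24 h as well (log2 fold change 2.69, adjusted p = 0.0144, block 2.69, edgeR), with 18 to 34 counts against 3 to 4. After correction the adjusted p-value of Crx was 0.000359 for GC content, 2.05e-05 for background reads and 0.000695 for pup sex, and that of Fer1l4 was 0.0760, 0.0223 and 0.0306, so Fer1l4 lost the threshold with the GC trend removed. Its log2 fold change was then 2.65, and with the replicate block as well the adjusted p-value was 0.00915, so the lost call does not show that GC content accounts for the rise. Without 1 library the call of Crx was lost in 0 of 6 fits and that of Fer1l4 in 5 of 6. 0 windows of either gene occur in other genes. Both genes were chosen by rule from genes past the threshold, the signal sits in few counts, and no biological explanation was tested.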

How the results depend on the processing

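The covariates for Y-linked and background counts and the GC corrections were chosen after the data were seen, and the other alternatives before the data were examined. A result is called weaker when it kept its direction and lost the threshold of 0.05, and stronger when it passed it. Values are adjusted p-values of camera for lists, unless another test is named, numbers of genes with an adjusted p-value under 0.05 by edgeR, and log2 fold changes for single genes. Unless stated, the cause was not tested. A number of genes is given where it changed by more than 1.5 times. The numbers of genes without any alternative were 0 (243 at an unadjusted p-value under 0.05), 55 and 216 for GM, PIO and PIO+GM against GM at 6 h and 2, 25 and 18 at 24 h.

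With the replicate block, the number of genes was 371 for PIO vs CTRL 6 h, 1990 for PIO+GM vs GM 6 h, 12 for GM vs CTRL 24 h, 241 for PIO vs CTRL 24 h and 98 for PIO+GM vs GM 24 h and the number of interaction genes was 1 for PIO vs CTRL, 24 h against 6 h and 1 for PIO+GM vs GM, 24 h against 6 h. Here, weaker lists were hair cell in PIO+GM vs GM 6 h (0.0586) and PPAR-γ target in GM vs CTRL 24 h (0.0775). In this fit, the log2 fold change of Isg15 in PIO+GM vs GM 6 h (-0.19), Usp18 in PIO+GM vs GM 6 h (-0.19) and Irf3 in PIO+GM vs GM 24 h (0.01) reversed. Of other single genes, 2 became stronger. Without TMM factors, the log2 fold change of Usp18 in PIO+GM vs GM 6 h (0.00) and Irf3 in PIO+GM vs GM 24 h (0.01) reversed. With a minimum of 10 counts in every library, the number of genes was 95 for PIO vs CTRL 6 h, 350 for PIO+GM vs GM 6 h and 0 for GM vs CTRL 24 h. Under it, weaker lists were hair cell in PIO vs CTRL 6 h (0.0571), hair cell in PIO+GM vs GM 6 h (0.0591) and IL6 in PIO vs CTRL 24 h (0.106). There, stronger lists were IL6 in GM vs CTRL 24 h (0.0493). Here, reversed lists were hair cell in GM vs CTRL 6 h (0.977). In this fit, the log2 fold change of Irf3 in PIO+GM vs GM 24 h (0.01) reversed. With no filter, the number of genes was 22 for PIO vs CTRL 6 h, 75 for PIO+GM vs GM 6 h and 16 for PIO vs CTRL 24 h. Under it, the log2 fold change of Isg15 in PIO vs CTRL 6 h (0.00) and Usp18 in PIO+GM vs GM 6 h (0.00) reversed. Among the other single genes, 7 became weaker.

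With edgeR's likelihood ratio test, the number of genes was 211 for PIO vs CTRL 6 h, 670 for PIO+GM vs GM 6 h, 24 for GM vs CTRL 24 h, 148 for PIO vs CTRL 24 h and 72 for PIO+GM vs GM 24 h and the number of interaction genes was 1 for PIO vs CTRL, 24 h against 6 h and 1 for PIO+GM vs GM, 24 h against 6 h. There, the log2 fold change of Usp18 in PIO+GM vs GM 6 h (0.00) reversed. For single genes not named here, 3 became stronger. With DESeq2's Wald test, the number of genes was 383 for PIO vs CTRL 6 h, 1320 for PIO+GM vs GM 6 h, 15 for GM vs CTRL 24 h, 162 for PIO vs CTRL 24 h and 102 for PIO+GM vs GM 24 h and the number of interaction genes was 1 for PIO vs CTRL, 24 h against 6 h and 1 for PIO+GM vs GM, 24 h against 6 h. Here, the log2 fold change of Isg15 in PIO vs CTRL 6 h (0.00) and Irf3 in PIO+GM vs GM 24 h (0.00) reversed. Of other single genes, 4 became weaker and 6 became stronger. With only the 12 libraries of the time point, the number of genes was 0 for PIO vs CTRL 6 h, 0 for PIO+GM vs GM 6 h, 6 for GM vs CTRL 24 h, 50 for PIO vs CTRL 24 h and 49 for PIO+GM vs GM 24 h. In this fit, stronger lists were Schwann cell in PIO vs CTRL 24 h (0.0368). Under it, reversed lists were macrophage in PIO vs CTRL 6 h (0.943). Among the other single genes, 13 became weaker and 1 became stronger. With only the 6 libraries of a comparison, the number of genes was 0 for PIO vs CTRL 6 h, 0 for PIO+GM vs GM 6 h, 0 for GM vs CTRL 24 h, 8 for PIO vs CTRL 24 h and 3 for PIO+GM vs GM 24 h. For single genes not named here, 14 became weaker.

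With camera's correlation estimated, weaker lists were IFNγ in GM vs CTRL 6 h (0.457), Schwann cell in GM vs CTRL 6 h (0.734), inflammatory in PIO vs CTRL 6 h (0.494), IL6 in PIO vs CTRL 6 h (0.788), IL2 in PIO vs CTRL 6 h (0.494), hair cell in PIO vs CTRL 6 h (0.744), PPAR-γ target in PIO vs CTRL 6 h (0.218), Schwann cell in PIO vs CTRL 6 h (0.734), hair cell in PIO+GM vs GM 6 h (0.744), Schwann cell in PIO+GM vs GM 6 h (0.744), IFNα in GM vs CTRL 24 h (0.494), IFNγ in GM vs CTRL 24 h (0.605), hair cell in GM vs CTRL 24 h (0.218), macrophage in GM vs CTRL 24 h (0.744), PPAR-γ target in GM vs CTRL 24 h (0.734), IFNα in PIO vs CTRL 24 h (0.577), IFNγ in PIO vs CTRL 24 h (0.494), inflammatory in PIO vs CTRL 24 h (0.494), IL6 in PIO vs CTRL 24 h (0.788), IL2 in PIO vs CTRL 24 h (0.494), hair cell in PIO vs CTRL 24 h (0.744), IFNα in PIO+GM vs GM 24 h (0.494), IFNγ in PIO+GM vs GM 24 h (0.494), inflammatory in PIO+GM vs GM 24 h (0.494), IL6 in PIO+GM vs GM 24 h (0.772), IL2 in PIO+GM vs GM 24 h (0.494) and hair cell in PIO+GM vs GM 24 h (0.734). With camera's correlation set to 0, stronger lists were inflammatory in PIO+GM vs GM 6 h (0.0163), IL6 in PIO+GM vs GM 6 h (0.0362), IL2 in PIO+GM vs GM 6 h (0.0180) and IL2 in GM vs CTRL 24 h (0.0279). With the rotation test fry, weaker lists were IFNα in GM vs CTRL 6 h (0.295), IFNγ in GM vs CTRL 6 h (0.3), Schwann cell in GM vs CTRL 6 h (0.782), inflammatory in PIO vs CTRL 6 h (0.295), IL6 in PIO vs CTRL 6 h (0.540), IL2 in PIO vs CTRL 6 h (0.295), hair cell in PIO vs CTRL 6 h (0.670), Schwann cell in PIO vs CTRL 6 h (0.518), hair cell in PIO+GM vs GM 6 h (0.521), Schwann cell in PIO+GM vs GM 6 h (0.521), IFNα in GM vs CTRL 24 h (0.540), IFNγ in GM vs CTRL 24 h (0.749), hair cell in GM vs CTRL 24 h (0.518), macrophage in GM vs CTRL 24 h (0.835), PPAR-γ target in GM vs CTRL 24 h (0.706), IFNα in PIO vs CTRL 24 h (0.318), IFNγ in PIO vs CTRL 24 h (0.295), inflammatory in PIO vs CTRL 24 h (0.295), IL6 in PIO vs CTRL 24 h (0.540), IL2 in PIO vs CTRL 24 h (0.295), hair cell in PIO vs CTRL 24 h (0.670), IFNα in PIO+GM vs GM 24 h (0.295), IFNγ in PIO+GM vs GM 24 h (0.295), inflammatory in PIO+GM vs GM 24 h (0.295), IL6 in PIO+GM vs GM 24 h (0.540), IL2 in PIO+GM vs GM 24 h (0.295) and hair cell in PIO+GM vs GM 24 h (0.521). There, reversed lists were IFNα in PIO+GM vs GM 6 h (0.959) and IFNγ in PIO+GM vs GM 6 h (0.959). With the Reactome lists, weaker lists were IFNα in PIO+GM vs GM 24 h (0.0616). Here, reversed lists were IFNγ in PIO vs CTRL 6 h (0.598), IFNα in PIO+GM vs GM 6 h (0.497), IFNγ in PIO+GM vs GM 6 h (0.904) and IFNα in PIO vs CTRL 24 h (0.904).

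With the Y-linked covariate, the number of genes was 25 for PIO vs CTRL 6 h, 115 for PIO+GM vs GM 6 h, 16 for PIO vs CTRL 24 h and 4 for PIO+GM vs GM 24 h. In this fit, weaker lists were hair cell in PIO+GM vs GM 6 h (0.0523) and PPAR-γ target in GM vs CTRL 24 h (0.0523). Under it, stronger lists were macrophage in PIO+GM vs GM 24 h (0.0283). Of the interactions of lists, Schwann cell in PIO+GM vs GM, 24 h against 6 h, became stronger (0.0382, higher). There, the log2 fold change of Isg15 in PIO+GM vs GM 6 h (-0.02), Usp18 in PIO+GM vs GM 6 h (-0.03), Tlr2 in PIO+GM vs GM 24 h (0.05), Mal in PIO+GM vs GM 24 h (0.05) and Irf3 in PIO+GM vs GM 24 h (0.10) reversed. Of other single genes, 7 became weaker. With the background covariate, the number of genes was 30 for PIO+GM vs GM 6 h. Here, weaker lists were IL6 in PIO vs CTRL 6 h (0.110), macrophage in GM vs CTRL 24 h (0.158), hair cell in PIO vs CTRL 24 h (0.402) and IL6 in PIO+GM vs GM 24 h (0.0584). In this fit, stronger lists were macrophage in PIO vs CTRL 24 h (0.0144). It also took past the threshold interactions of lists that were not called without it. For PIO with GM against without GM at 24 h these were hair cell (0.00107, lower) and macrophage (0.00750, higher, reversed). For PIO vs CTRL, 24 h against 6 h, it was macrophage (0.00192, lower). Under it, reversed lists were macrophage in GM vs CTRL 6 h (0.781), macrophage in PIO vs CTRL 6 h (0.460) and macrophage in PIO+GM vs GM 6 h (0.460). There, the log2 fold change of Isg15 in PIO vs CTRL 6 h (-0.02), Isg15 in PIO+GM vs GM 6 h (-0.06), Usp18 in PIO+GM vs GM 6 h (-0.11) and Irf3 in PIO+GM vs GM 24 h (0.08) reversed. Among the other single genes, 7 became weaker. With a GC trend removed from each library, the number of genes was 201 for PIO vs CTRL 6 h, 125 for PIO+GM vs GM 6 h, 1 for GM vs CTRL 24 h, 94 for PIO vs CTRL 24 h and 44 for PIO+GM vs GM 24 h. Here, weaker lists were IL6 in PIO vs CTRL 6 h (0.0640), hair cell in PIO vs CTRL 6 h (0.283), hair cell in PIO+GM vs GM 6 h (0.406), Schwann cell in PIO+GM vs GM 6 h (0.0531) and PPAR-γ target in GM vs CTRL 24 h (0.0574). In this fit, stronger lists were inflammatory in PIO+GM vs GM 6 h (0.0157) and PPAR-γ target in PIO+GM vs GM 6 h (0.0118). Under it, reversed lists were macrophage in PIO vs CTRL 6 h (0.894), IFNα in PIO+GM vs GM 6 h (0.901) and IFNγ in PIO+GM vs GM 6 h (0.899). There, the log2 fold change of Ifi44 in PIO vs CTRL 6 h (-0.05), Irf3 in PIO+GM vs GM 6 h (0.17), Irf3 in PIO+GM vs GM 24 h (0.08) and Ticam1 in PIO+GM vs GM 6 h (0.15) reversed. For single genes not named here, 2 became weaker. With a GC trend removed and the replicate block, the number of genes was 838 for PIO vs CTRL 6 h, 735 for PIO+GM vs GM 6 h, 12 for GM vs CTRL 24 h, 562 for PIO vs CTRL 24 h and 213 for PIO+GM vs GM 24 h. Here, weaker lists were IL6 in PIO vs CTRL 6 h (0.0641), hair cell in PIO vs CTRL 6 h (0.274), hair cell in PIO+GM vs GM 6 h (0.525) and PPAR-γ target in GM vs CTRL 24 h (0.0986). In this fit, stronger lists were inflammatory in PIO+GM vs GM 6 h (0.0149) and PPAR-γ target in PIO+GM vs GM 6 h (0.0160). Under it, reversed lists were macrophage in PIO vs CTRL 6 h (0.883), IFNα in PIO+GM vs GM 6 h (0.863) and IFNγ in PIO+GM vs GM 6 h (0.878). There, the log2 fold change of Isg15 in PIO+GM vs GM 6 h (-0.01), Ifi44 in PIO vs CTRL 6 h (-0.03), Ifi44 in PIO+GM vs GM 6 h (-0.22), Usp18 in PIO+GM vs GM 6 h (-0.11), Myd88 in PIO vs CTRL 6 h (0.03), Irf3 in PIO+GM vs GM 6 h (0.17), Irf3 in PIO+GM vs GM 24 h (0.09), Ticam1 in PIO+GM vs GM 6 h (0.14) and Gbp2 in PIO+GM vs GM 6 h (-0.06) reversed. Of other single genes, 2 became stronger.

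Leaving out each of the 6 libraries of a comparison in turn gave from 6 to 123 genes for PIO vs CTRL 6 h, 4 to 4078 genes for PIO+GM vs GM 6 h, 1 to 2 genes for GM vs CTRL 24 h, 2 to 55 genes for PIO vs CTRL 24 h and 1 to 8 genes for PIO+GM vs GM 24 h. Single genes whose direction reversed in at least 1 of these fits ranged over -0.40 to 0.54 for Isg15 in PIO vs CTRL 6 h, -0.69 to 0.34 for Isg15 in PIO+GM vs GM 6 h, -0.29 to 0.65 for Ifi44 in PIO vs CTRL 6 h, -0.32 to 0.48 for Ifi44 in PIO+GM vs GM 6 h, -0.25 to 1.05 for Usp18 in PIO vs CTRL 6 h, -0.64 to 0.37 for Usp18 in PIO+GM vs GM 6 h, -1.48 to 0.08 for Irf7 in PIO+GM vs GM 6 h, -0.27 to 0.11 for Tlr4 in PIO vs CTRL 6 h, -0.38 to 0.04 for Tlr4 in PIO+GM vs GM 6 h, -0.07 to 0.24 for Tlr2 in PIO vs GM 6 h, -0.53 to 0.11 for Mal in PIO vs CTRL 6 h, -0.31 to 0.03 for Mal in PIO+GM vs GM 24 h, -0.37 to 0.10 for Myd88 in PIO vs CTRL 6 h, -0.16 to 0.11 for Myd88 in PIO vs CTRL 24 h, -0.03 to 0.30 for Irf3 in PIO vs CTRL 6 h, -0.13 to 0.08 for Irf3 in PIO+GM vs GM 24 h, -0.02 to 1.61 for Ccl2 in PIO+GM vs GM 6 h, -0.32 to 0.04 for Ccl9 in PIO+GM vs GM 24 h and -0.42 to 0.52 for Gbp2 in PIO+GM vs GM 6 h. Single genes past the threshold that were chosen by rule lost the call in 6 of 6 fits for Zfp811 in PIO vs CTRL 6 h, H2bc4 in PIO vs CTRL 6 h, Egfem1 in PIO+GM vs GM 24 h and Gpr83 in PIO+GM vs GM 24 h, 5 of 6 fits for Vtcn1 in PIO vs CTRL 6 h, Kcnj1 in PIO+GM vs GM 6 h, Bpifb2 in PIO+GM vs GM 6 h, Plin4 in PIO+GM vs GM 6 h, Fer1l4 in GM vs CTRL 24 h, Pla2g2d in PIO vs CTRL 24 h and Adgrd1 in PIO vs CTRL 24 h, 4 of 6 fits for Krt80 in PIO vs CTRL 6 h, Mrgprf in PIO+GM vs GM 6 h and Angptl4 in PIO+GM vs GM 24 h, and in 0 of 6 fits for Crx in GM vs CTRL 24 h and Angptl4 in PIO vs CTRL 24 h.

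Lists whose side of the threshold or direction changed in at least 1 of the fits that each left out 1 library gave these ranges. For inflammatory genes they were 0.000113 to 0.475 in GM vs CTRL 6 h, 1.37e-07 to 0.218 in PIO vs CTRL 6 h, 0.0109 to 0.881 in PIO+GM vs GM 6 h and 0.0866 to 0.803 in GM vs CTRL 24 h. For IL6 genes they were 3.23e-06 to 0.812 in GM vs CTRL 6 h, 0.000738 to 0.827 in PIO vs CTRL 6 h, 0.00380 to 0.921 in PIO+GM vs GM 6 h, 0.0268 to 0.951 in GM vs CTRL 24 h, 0.000173 to 0.328 in PIO vs CTRL 24 h and 0.000351 to 0.206 in PIO+GM vs GM 24 h. For IL2 genes they were 0.0135 to 0.892 in GM vs CTRL 6 h, 0.000144 to 0.158 in PIO vs CTRL 6 h, 0.0189 to 0.833 in GM vs CTRL 24 h and 0.000239 to 0.0911 in PIO vs CTRL 24 h. For hair cell genes they were 1.32e-05 to 0.973 in GM vs CTRL 6 h, 6.16e-06 to 0.922 in PIO vs CTRL 6 h, 0.000239 to 0.420 in PIO+GM vs GM 6 h, 0.00527 to 0.670 in PIO vs CTRL 24 h and 1.66e-05 to 0.0886 in PIO+GM vs GM 24 h. For macrophage genes they were 0.000113 to 0.453 in GM vs CTRL 6 h, 0.0597 to 0.850 in PIO vs CTRL 6 h, 0.123 to 0.878 in PIO+GM vs GM 6 h, 2.57e-05 to 0.700 in GM vs CTRL 24 h, 0.00688 to 0.998 in PIO vs CTRL 24 h and 1.14e-05 to 0.811 in PIO+GM vs GM 24 h. For PPAR-γ target genes they were 0.00118 to 0.913 in GM vs CTRL 6 h, 1.35e-06 to 0.0599 in PIO vs CTRL 6 h, 0.00737 to 0.356 in PIO+GM vs GM 6 h and 0.00426 to 0.675 in GM vs CTRL 24 h. For Schwann cell genes they were 2.77e-07 to 0.710 in GM vs CTRL 6 h, 5.45e-08 to 0.0549 in PIO vs CTRL 6 h, 0.000308 to 0.505 in PIO+GM vs GM 6 h, 0.0135 to 0.972 in GM vs CTRL 24 h, 0.00536 to 0.535 in PIO vs CTRL 24 h and 0.00358 to 0.811 in PIO+GM vs GM 24 h. For IFNα genes they were 0.00147 to 0.864 in PIO vs CTRL 6 h, 0.0487 to 0.986 in PIO+GM vs GM 6 h and 1.41e-17 to 0.228 in GM vs CTRL 24 h. For IFNγ genes they were 0.0198 to 0.785 in PIO vs CTRL 6 h, 0.0451 to 0.892 in PIO+GM vs GM 6 h and 1.26e-12 to 0.886 in GM vs CTRL 24 h.

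Over the alternatives other than leaving out libraries, the adjusted p-values ranged as follows. For IFNα genes, in the order GM, PIO, PIO+GM at 6 h and then at 24 h, they were 2.41e-82 to 0.295, 0.189 to 0.959, 0.497 to 0.995, 3.39e-14 to 0.540, 2.10e-09 to 0.904 and 6.65e-16 to 0.494. For IFNγ genes, in the order GM, PIO, PIO+GM at 6 h and then at 24 h, they were 1.46e-45 to 0.457, 0.586 to 0.979, 0.643 to 0.979, 4.36e-11 to 0.749, 1.56e-15 to 0.494 and 2.34e-20 to 0.494. For inflammatory genes, in the order GM, PIO, PIO+GM at 6 h and then at 24 h, they were 0.407 to 0.979, 3.97e-11 to 0.494, 0.0149 to 0.866, 0.114 to 0.959, 1.79e-13 to 0.494 and 5.31e-12 to 0.494. For IL6 genes, in the order GM, PIO, PIO+GM at 6 h and then at 24 h, they were 0.189 to 0.959, 0.00427 to 0.788, 0.0362 to 0.866, 0.0493 to 0.959, 0.000927 to 0.788 and 0.000303 to 0.772. For IL2 genes, in the order GM, PIO, PIO+GM at 6 h and then at 24 h, they were 0.106 to 0.959, 1.52e-07 to 0.494, 0.0180 to 0.788, 0.0279 to 0.959, 9.68e-06 to 0.494 and 3.51e-07 to 0.494. For hair cell genes, in the order GM, PIO, PIO+GM at 6 h and then at 24 h, they were 0.566 to 0.990, 0.00876 to 0.744, 0.00211 to 0.744, 1.62e-15 to 0.518, 0.00698 to 0.744 and 0.000208 to 0.734. For macrophage genes, in the order GM, PIO, PIO+GM at 6 h and then at 24 h, they were 0.457 to 0.949, 0.460 to 0.975, 0.363 to 0.939, 0.00139 to 0.835, 0.0144 to 0.939 and 0.0283 to 0.825. For PPAR-γ target genes, in the order GM, PIO, PIO+GM at 6 h and then at 24 h, they were 0.142 to 0.881, 0.000204 to 0.218, 0.0118 to 0.734, 0.00173 to 0.734, 3.82e-16 to 0.00545 and 4.98e-14 to 0.00545. For Schwann cell genes, in the order GM, PIO, PIO+GM at 6 h and then at 24 h, they were 0.000523 to 0.782, 0.000118 to 0.734, 0.00760 to 0.744, 0.0772 to 0.881, 0.0368 to 0.768 and 0.166 to 0.939.

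The IFNα and IFNγ lists kept their direction with GM at both time points, and the inflammatory list kept its direction with PIO at both, in every alternative and every fit without 1 library. With log2 RPKM in place of log2 CPM, 59 of the 72 group means of genes in the figures of the paper moved by at least their SD, and with a prior count of 0.5 none of these 72 did. Depth and the 3 libraries in a group limit genes with few reads and small changes: Ccl12 had 0 to 40 reads in a library. In the simulated data 47.2% of genes changed by 1 on the log2 scale were recovered and 100% of those changed by 2. These rates hold for genes without low counts and with the common spread, and not for genes with few reads or a larger spread.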

Differences from the paper's values

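The alternatives here were set before the data were examined, except those marked as chosen after seeing the values. Of the 30 p-values of Table 1, 8 were within 1.5 times of the values here and 25 fell on the same side of 0.05. Of 14 comparisons with Table 2, whose time point is not stated and which were therefore made at both, 2 were within that range. Values read from Figs. 2 and 3 were judged by a looser rule. Of these 72, 71 were within 1 SD of the log2 value here or within 1.5 times of it. The p-values below are not adjusted, as the paper's adjustment is not stated. The paper names neither the test nor the source of the gene sets of Table 1. Its set sizes differ from those of the hand-written lists. For Table 1, a gap left open therefore does not compare the same test on the same lists.

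For IFNα genes camera gave p = 4.18e-45 against the paper's 3.291e-47 for GM against CTRL at 6 h, 0.313 against the paper's 0.49000 for PIO against CTRL at 6 h, 0.983 against the paper's 0.277085 for PIO+GM against GM at 6 h, 1.65e-08 against the paper's 8.553e-11 for GM against CTRL at 24 h, 8.28e-06 against the paper's 1.317e-05 for PIO against CTRL at 24 h and 1.63e-09 against the paper's 3.664e-09 for PIO+GM against GM at 24 h. The gap in these p-values from camera or fry closed for PIO against CTRL at 6 h without TMM factors (0.358), with a minimum of 10 counts in every library (0.615), with the Reactome list (0.735), without CTRL 6 h replicate 1 (0.445) and without PIO 6 h replicate 3 (0.656), and for PIO+GM against GM at 6 h with the Reactome list (0.414) and without GM 6 h replicate 1 (0.187), and the other alternatives set before the data were examined left it open. For GM against CTRL at 6 h, GM against CTRL at 24 h, PIO against CTRL at 24 h and PIO+GM against GM at 24 h, none of the alternatives set before the data were examined closed the gap. By camera, settings chosen after seeing the values that closed it were with the GC trend removed for PIO against CTRL at 24 h (1.38e-05) and with the background covariate for PIO+GM against GM at 24 h (4.77e-09).

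For IFNγ genes camera gave p = 8.14e-18 against the paper's 1.086e-19 for GM against CTRL at 6 h, 0.719 against the paper's 5.198e-07 for PIO against CTRL at 6 h, 9.67e-07 against the paper's 1.712e-05 for PIO against CTRL at 24 h and 1.38e-08 against the paper's 7.695e-07 for PIO+GM against GM at 24 h. With camera or fry, the gap closed for PIO against CTRL at 24 h with the replicate block (1.80e-05), and for PIO+GM against GM at 24 h without GM 24 h replicate 3 (9.10e-07), and the other alternatives set before the data were examined left it open. For GM against CTRL at 6 h and PIO against CTRL at 6 h, the gap was closed by no alternative set before the data were examined.

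For inflammatory genes camera gave p = 2.71e-05 against the paper's 1.272e-05 for PIO against CTRL at 6 h, 0.110 against the paper's 3.682e-06 for PIO+GM against GM at 6 h, 2.92e-06 against the paper's 8.592e-06 for PIO against CTRL at 24 h and 1.17e-05 against the paper's 1.201e-01 for PIO+GM against GM at 24 h. The gap in these p-values from camera or fry closed for PIO against CTRL at 6 h without TMM factors (1.38e-05), and for PIO against CTRL at 24 h with the replicate block (6.48e-06), and for PIO+GM against GM at 24 h with camera's correlation estimated (0.149) and with fry (0.0985), and the other alternatives set before the data were examined left it open. Of all 30 values of Table 1, the estimated correlation put 29 and fry 28 apart from the paper's by the same rule, against 22 with the main setting. For PIO+GM against GM at 6 h, the gap stayed under all alternatives set before the data were examined. The values for PIO+GM against GM lay nearer the paper's with the time points exchanged. The value here at 6 h was 0.110 against the paper's 1.201e-01 at 24 h. That at 24 h was 1.17e-05 against the paper's 3.682e-06 at 6 h. Whether the paper's table exchanges the time points cannot be told from the counts.

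For IL6 genes camera gave p = 0.132 against the paper's 3.344e-02 for GM against CTRL at 24 h, 0.0162 against the paper's 0.06813 for PIO against CTRL at 24 h and 0.00404 against the paper's 7.307e-03 for PIO+GM against GM at 24 h. With camera or fry, the gap closed for GM against CTRL at 24 h with a minimum of 10 counts in every library (0.0279) and with camera's correlation at 0 (0.0469), and for PIO against CTRL at 24 h with a minimum of 10 counts in every library (0.0745), without CTRL 24 h replicate 3 (0.0730) and without PIO 24 h replicate 3 (0.0650), and for PIO+GM against GM at 24 h without GM 24 h replicate 1 (0.00611), and the other alternatives set before the data were examined left it open. By camera, settings chosen after seeing the values that closed it were with the Y-linked covariate for PIO+GM against GM at 24 h (0.0109), with the GC trend removed for PIO+GM against GM at 24 h (0.00551) and with the GC trend removed and the replicate block for PIO+GM against GM at 24 h (0.00597).

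For IL2 genes camera gave p = 0.385 against the paper's 2.042e-01 for GM against CTRL at 6 h, 0.00125 against the paper's 4.007e-04 for PIO against CTRL at 6 h, 0.161 against the paper's 0.3168 for GM against CTRL at 24 h, 0.00630 against the paper's 1.877e-03 for PIO against CTRL at 24 h and 0.00176 against the paper's 6.884e-04 for PIO+GM against GM at 24 h. The gap in these p-values from camera or fry closed for GM against CTRL at 6 h without TMM factors (0.291), with camera's correlation at 0 (0.145) and without CTRL 6 h replicate 1 (0.277), and for PIO against CTRL at 6 h without CTRL 6 h replicate 1 (0.000546), and for GM against CTRL at 24 h without GM 24 h replicate 1 (0.323) and without CTRL 24 h replicate 3 (0.376), and for PIO against CTRL at 24 h with a minimum of 10 counts in every library (0.00146) and without CTRL 24 h replicate 3 (0.00263), and for PIO+GM against GM at 24 h without GM 24 h replicate 3 (0.000660), and the other alternatives set before the data were examined left it open. By camera, settings chosen after seeing the values that closed it were with the background covariate for GM against CTRL at 6 h (0.247), with the GC trend removed for GM against CTRL at 6 h (0.268), with the GC trend removed and the replicate block for GM against CTRL at 6 h (0.195), with the background covariate for GM against CTRL at 24 h (0.418), with the GC trend removed for GM against CTRL at 24 h (0.259), with the GC trend removed and the replicate block for GM against CTRL at 24 h (0.319) and with the Y-linked covariate for PIO+GM against GM at 24 h (0.000882).

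For Ccl2 edgeR gave p = 0.353 against the paper's 0.0436678590 for PIO+GM against GM at 6 h and 0.240 against the paper's 0.0436678590 for PIO+GM against GM at 24 h. With edgeR or DESeq2, the gap closed for PIO+GM against GM at 24 h with the 6 libraries of the comparison (0.0318), and the other alternatives set before the data were examined left it open. None of the alternatives set before the data were examined closed the gap at 6 h. For Ccl9 edgeR gave p = 0.0160 against the paper's 0.008335264 for PIO+GM against GM at 6 h and 0.864 against the paper's 0.008335264 for PIO+GM against GM at 24 h. The gap in these p-values from edgeR or DESeq2 closed for PIO+GM against GM at 6 h with edgeR's likelihood ratio test (0.0105), with DESeq2's Wald test (0.0114), without GM 6 h replicate 1 (0.00613) and without PIO+GM 6 h replicate 1 (0.00858), and the other alternatives set before the data were examined left it open. The gap was closed by no alternative set before the data were examined at 24 h. By edgeR, settings chosen after seeing the values that closed it were with the GC trend removed for PIO+GM against GM at 6 h (0.00940). For Ccl12 edgeR gave p = 0.190 against the paper's 0.020275026 for PIO+GM against GM at 6 h and 0.267 against the paper's 0.020275026 for PIO+GM against GM at 24 h. The gap stayed under all alternatives set before the data were examined at 6 h and 24 h. For Cxcl10 edgeR gave p = 0.283 against the paper's 0.02378565 for PIO+GM against GM at 6 h and 0.216 against the paper's 0.02378565 for PIO+GM against GM at 24 h. None of the alternatives set before the data were examined closed the gap at 6 h and 24 h. For Cxcl16 edgeR gave p = 0.0334 against the paper's 0.003689454 for PIO+GM against GM at 6 h. The gap was closed by no alternative set before the data were examined at 6 h. For Gbp2 edgeR gave p = 0.680 against the paper's 0.01283124 for PIO+GM against GM at 6 h. The gap stayed under all alternatives set before the data were examined at 6 h. For Il16 edgeR gave p = 0.0219 against the paper's 2.398601e-05 for PIO+GM against GM at 6 h and 0.000428 against the paper's 2.398601e-05 for PIO+GM against GM at 24 h. With edgeR or DESeq2, the gap closed for PIO+GM against GM at 24 h with edgeR's likelihood ratio test (3.48e-05), with the replicate block (2.78e-05) and with DESeq2's Wald test (2.60e-05), and the other alternatives set before the data were examined left it open. None of the alternatives set before the data were examined closed the gap at 6 h. By edgeR, settings chosen after seeing the values that closed it were with the GC trend removed and the replicate block for PIO+GM against GM at 24 h (1.84e-05).

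Mean log2 CPM of Isg15 with PIO at 24 h was 0.10 against the paper's value of about 0.6 in Fig. 2A, read by eye. With log2 RPKM it was 0.50, which closed this gap, but log2 RPKM put 37 of the 72 values read from the figures apart from the paper's by the looser rule for figures, against 1 with log2 CPM. With a prior count of 0.5 it was -0.07, which left the gap open. The reads counted on genes were 12.8 M per library against the paper's 46.9 ± 0.4 M reads passing the filter of the sequencer, a different measure for which no alternative was set.

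The paper describes higher Ifi44 and Irf7 with GM at 6 h as significant, and Isg15 and Usp18 as upregulated, Usp18 at both time points. The log2 fold changes were positive here and not past the adjustment over all genes: Isg15 (1.88, adjusted p = 1.00) in GM against CTRL at 6 h, Ifi44 (1.63, adjusted p = 1.00) in GM against CTRL at 6 h, Usp18 (1.94, adjusted p = 1.00) in GM against CTRL at 6 h, Usp18 (1.05, adjusted p = 1.00) in GM against CTRL at 24 h and Irf7 (1.92, adjusted p = 1.00) in GM against CTRL at 6 h. No other setting with that adjustment called them. The adjustment over the 22 named genes alone, also by edgeR, called Isg15 in GM against CTRL at 6 h (0.0422) and Irf7 in GM against CTRL at 6 h (0.0422). Many of the 22 genes were named by the paper for changes in these same libraries, so calls by this adjustment are circular. The paper also describes lower levels of these genes with PIO or PIO+GM than with GM as significant. They were lower here and not past the adjustment: Isg15 (-1.86, adjusted p = 0.155) in PIO against GM at 6 h, Isg15 (-2.43, adjusted p = 0.103) in PIO against GM at 24 h, Isg15 (-1.69, adjusted p = 0.456) in PIO+GM against GM at 24 h, Ifi44 (-2.30, adjusted p = 0.140) in PIO against GM at 24 h, Ifi44 (-1.40, adjusted p = 0.602) in PIO+GM against GM at 24 h, Usp18 (-1.74, adjusted p = 0.233) in PIO against GM at 6 h, Usp18 (-2.30, adjusted p = 0.191) in PIO against GM at 24 h, Irf7 (-1.45, adjusted p = 0.263) in PIO against GM at 6 h, Irf7 (-1.20, adjusted p = 0.545) in PIO against GM at 24 h and Irf7 (-0.80, adjusted p = 0.858) in PIO+GM against GM at 24 h. Settings that did call them at an adjusted p-value under 0.05 by edgeR or DESeq2 were, for Isg15 in PIO against GM at 6 h with DESeq2's Wald test (0.0486), and for Isg15 in PIO against GM at 24 h with edgeR's likelihood ratio test (0.0125), with the GC trend removed and the replicate block (chosen after seeing the values) (0.0354) and with DESeq2's Wald test (0.00834), and for Ifi44 in PIO against GM at 24 h with edgeR's likelihood ratio test (0.0270) and with DESeq2's Wald test (0.0171), and for Usp18 in PIO against GM at 24 h with DESeq2's Wald test (0.0381). Adjustment over the 22 named genes alone, also by edgeR, called Isg15 in PIO against GM at 6 h (0.0426), Isg15 in PIO against GM at 24 h (0.00880), Ifi44 in PIO against GM at 24 h (0.00982) and Usp18 in PIO against GM at 24 h (0.0139).

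The legend of Fig. 3 has Mal and Myd88 significantly lower with PIO at 24 h, and Tlr4 and Tlr2 lower. They were lower here and not past the adjustment: Mal (-0.34, adjusted p = 0.759) in PIO against CTRL at 24 h, Mal (-0.37, adjusted p = 0.767) in PIO against GM at 24 h, Myd88 (-0.05, adjusted p = 0.979) in PIO against CTRL at 24 h, Myd88 (-0.21, adjusted p = 0.921) in PIO against GM at 24 h, Tlr4 (-0.51, adjusted p = 0.463) in PIO against CTRL at 24 h and Tlr2 (-0.48, adjusted p = 0.598) in PIO against CTRL at 24 h. No setting called them. The paper reports no significant difference of these genes with PIO+GM, and for Myd88 in PIO+GM against GM at 6 h 1 fit was past the threshold by edgeR, without PIO+GM 6 h replicate 1 (0.00941).

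Higher Pias1 with PIO at 6 h and with PIO+GM at both time points is described as a change in the paper. The directions were the same here and none was past the adjustment: Pias1 (0.31, adjusted p = 0.224) in PIO against CTRL at 6 h, Pias1 (0.38, adjusted p = 0.0822) in PIO+GM against GM at 6 h and Pias1 (0.20, adjusted p = 0.761) in PIO+GM against GM at 24 h. Settings that did call them at an adjusted p-value under 0.05 by edgeR or DESeq2 were, for Pias1 in PIO+GM against GM at 6 h with DESeq2's Wald test (0.0277) and without PIO+GM 6 h replicate 1 (0.00307). Other alternatives took its log2 fold change there down to 0.09 and the adjusted p-value up to 0.701. The qPCR of the paper has Irf3 lower at 24 h with PIO and with PIO+GM, and in these counts the values were Irf3 (0.23, adjusted p = 0.735) in PIO against CTRL at 24 h and Irf3 (0.00, adjusted p = 1.00) in PIO+GM against GM at 24 h.

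Table 2 lists 7 genes as lower with PIO+GM than with GM. Ccl2, Cxcl10 and Gbp2 were higher at 6 h, and none of the 7 was past the adjustment at either time point: Ccl2 (0.81, adjusted p = 0.564) in PIO+GM against GM at 6 h, Ccl2 (-1.27, adjusted p = 0.878) in PIO+GM against GM at 24 h, Ccl9 (-1.29, adjusted p = 0.125) in PIO+GM against GM at 6 h, Ccl9 (-0.08, adjusted p = 0.988) in PIO+GM against GM at 24 h, Ccl12 (-1.03, adjusted p = 0.396) in PIO+GM against GM at 6 h, Ccl12 (-1.15, adjusted p = 0.893) in PIO+GM against GM at 24 h, Cxcl10 (0.82, adjusted p = 0.495) in PIO+GM against GM at 6 h, Cxcl10 (-1.0, adjusted p = 0.868) in PIO+GM against GM at 24 h, Cxcl16 (-0.62, adjusted p = 0.166) in PIO+GM against GM at 6 h, Cxcl16 (-0.94, adjusted p = 0.292) in PIO+GM against GM at 24 h, Gbp2 (0.19, adjusted p = 0.818) in PIO+GM against GM at 6 h, Gbp2 (-1.39, adjusted p = 0.425) in PIO+GM against GM at 24 h, Il16 (-0.80, adjusted p = 0.141) in PIO+GM against GM at 6 h and Il16 (-1.42, adjusted p = 0.118) in PIO+GM against GM at 24 h. Settings that did call them at an adjusted p-value under 0.05 by edgeR or DESeq2 were, for Ccl9 in PIO+GM against GM at 6 h without PIO+GM 6 h replicate 1 (0.0398), and for Il16 in PIO+GM against GM at 6 h with the replicate block (0.0300) and without PIO+GM 6 h replicate 1 (0.0385), and for Il16 in PIO+GM against GM at 24 h with edgeR's likelihood ratio test (0.0123), with the replicate block (0.0174), with the 12 libraries of the time point (0.0457), with the GC trend removed and the replicate block (chosen after seeing the values) (0.00939) and with DESeq2's Wald test (0.00985). Adjusting over the 22 named genes alone, also by edgeR, called Cxcl16 in PIO+GM against GM at 24 h (0.0319) and Il16 in PIO+GM against GM at 24 h (0.00941). The paper lists both genes for their p-values in these same libraries, so these calls are circular.

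The paper has IFNγ genes lower with PIO at 6 h, and here camera gave adjusted p = 0.770, lower. Settings past it in the direction the paper states were without CTRL 6 h replicate 3 (0.0282), by camera. It has the inflammatory response lower with PIO+GM than with GM at 6 h, and here the list gave adjusted p = 0.174, lower. Settings past it in the direction the paper states were with camera's correlation at 0 (0.0163), with the GC trend removed (chosen after seeing the values) (0.0157), with the GC trend removed and the replicate block (chosen after seeing the values) (0.0149), without GM 6 h replicate 1 (0.0197) and without PIO+GM 6 h replicate 1 (0.0109), by camera. Of IL6 and IL2 genes, described as lower whenever PIO was present, PIO+GM against GM at 6 h gave adjusted p = 0.149, lower, and adjusted p = 0.188, lower, by camera. For IL6 genes, settings past it in the direction the paper states were with camera's correlation at 0 (0.0362), without GM 6 h replicate 1 (0.0153) and without PIO+GM 6 h replicate 1 (0.00380), by camera. For IL2 genes, settings past it in the direction the paper states were with camera's correlation at 0 (0.0180), by camera. Table 1 gives IL6 genes a small p-value with GM at 24 h, and here camera gave adjusted p = 0.188, higher. Settings past it in the direction the paper states were with a minimum of 10 counts in every library (0.0493), without CTRL 24 h replicate 3 (0.0268) and without GM 24 h replicate 3 (0.0359), by camera. The paper describes GM as stimulating the inflammatory pathway, and here camera gave adjusted p = 0.739, lower at 6 h, and adjusted p = 0.363, higher at 24 h. At 6 h, settings past it in the direction the paper states were without CTRL 6 h replicate 2 (0.000113), by camera. At 24 h no setting was past it in the direction the paper states.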

Other observations

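The tests of the Mal panel, of Gapdh and of the splits for numbers of genes were chosen after the result was seen, and the other tests of this part before. The covariates and the GC correction behind them were added after the data were seen.

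For PIO+GM against GM at 6 h, 4087 of 16317 genes had an unadjusted p-value under 0.05 and 216 an adjusted one (edgeR). Fits of only the 12 libraries at 6 h, or the 6 of the comparison, called 0 genes. The log2 fold changes fell with GC content (Spearman's rho -0.62 across genes) and not with gene length (0.05), and 125 genes passed after a GC trend was removed, 82 of them among the 216. Thinning all libraries to the total of the smallest left 152 genes, and without the third PIO+GM library 6 passed. Both remove power whatever the cause, and leaving out any of the 6 libraries gave from 4 to 4078 genes, so neither isolates the depth of that library. With a covariate for background reads 30 genes passed and with one for pup sex 115. In the model with the replicate block 1990 genes passed, 735 after a GC trend was removed as well and 1704 after thinning. GC content, background reads and pup sex may therefore each contribute to the number of genes without fully explaining it, the depth of 1 library was not separated from lost power, and gene length was excluded as a source by its test. In the other comparisons the rho with GC content was 0.13 and -0.39 for GM and PIO at 6 h and 0.26, 0.12 and -0.24 for GM, PIO and PIO+GM at 24 h.

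The libraries differ in pup sex: CPM of Xist and of Y-linked genes were opposed (Spearman's rho -0.94 across the 24 libraries, -0.87 within the 12 at 6 h and -0.93 within the 12 at 24 h, -0.93 by Pearson's r without the 2 farthest libraries), and 1e-05 is the smallest p-value that the 100000 permutations can give. Xist ranged from 339 to 3453 CPM, and the library with the fewest Y-linked counts had 0.00054 of the CPM of the one with the most. Unequal numbers of female and male pups are a candidate source, and their effect on each comparison is shown by the sex covariate. Genes on receptors of the olfactory and vomeronasal systems (1479 genes) had between 38.7 and 278 CPM in sum, the highest in the third PIO+GM library at 6 h. Their level followed the number of genes detected (Spearman's rho 0.94, Pearson's r 0.92, 0.97 within 6 h and 0.92 within 24 h), and the number of genes detected was opposed to the library total (rho -0.94). Reads from genomic DNA or unspliced RNA spread over silent genes may account for this, since the count on a receptor gene rose with its length (rho 0.34), and no biological explanation was tested.

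The inflammatory, IFNα and IFNγ lists were lower with PIO at 24 h, and fewer macrophages in the explants would lower them too. Macrophage genes did not fall past the threshold (adjusted p = 0.707 for PIO against CTRL and 0.0846 for PIO+GM against GM, camera), with 12 and 3 of 20 genes higher and medians of 0.02 and -0.25, and over the alternatives the adjusted p-values ranged from 0.0144 to 0.939 and from 0.0283 to 0.825. The direction by camera was down in both. The rule set for this test, a call in both, was not met, which does not exclude fewer macrophages, least of all for PIO+GM against GM. The background covariate, chosen after the data were seen, took PIO against CTRL past the threshold and the Y-linked covariate took PIO+GM against GM past it, each in that direction, and neither did so for both. In the fits that each left out 1 library the call or the direction changed in 3 of 6 for PIO against CTRL (adjusted p from 0.00688 to 0.998, camera) and in 5 of 6 for PIO+GM against GM (from 1.14e-05 to 0.811).

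Mal and Tirap are both called MAL in places. The panel for Mal in Fig. 3C shows levels that lie 0.03 from the levels of Mal here and 1.78 from those of Tirap (mean distance in log2 CPM, with the panel read by eye), so the panel may show the myelin and lymphocyte gene. Gapdh had 27 to 117 counts per library, few for a gene used as a reference in qPCR. Of the 76-base windows of its consensus coding transcript, 80.2% occur in other genes, and counting that left out shared reads could explain the low counts. The consensus transcript was chosen after the longest transcript had given 22.6%. Ppia (39.1% shared, 19 to 40 counts) had few counts, Eef1a1 (41% shared) had 23459 to 50769, and Actb (2.49% shared) had 7827 to 34004, so the share alone does not separate them and shared reads cannot be told apart from other explanations.

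Chance splits were examined by regrouping the 6 libraries of each comparison, where 4 splits part every same-numbered pair, the real one included. In the order GM, PIO, PIO+GM at 6 h and then at 24 h, the numbers of these splits with as many genes past the threshold were 4, 1, 1, 1, 1 and 1. For each of the 5 interactions of genes the real count was 0 (with 125 to 714 at an unadjusted p-value under 0.05). Any split reaches a count of 0, so splits were not fitted there and cannot inform on chance. For lists the numbers in the same order were 1, 4, 4, 2, 2 and 2 for IFNα, 1, 4, 4, 2, 2 and 2 for IFNγ, 4, 2, 3, 4, 2 and 2 for the inflammatory response, 4, 3, 3, 3, 2 and 1 for IL6, 3, 2, 4, 3, 2 and 1 for IL2, 4, 4, 4, 1, 2 and 1 for hair cell, 3, 4, 4, 2, 4 and 3 for macrophage, 4, 2, 2, 2, 1 and 1 for PPAR-γ target and 1, 1, 3, 3, 2 and 4 for Schwann cell genes. Each split apart from the real one mixes libraries of both groups, so part of a treatment difference can remain in it. For GM against CTRL at 6 h, unadjusted p-values for IFNα by camera were as small as 1.61e-18 in a comparable split. They were 3.58e-25 in another split and 4.18e-45 in the real one, so these splits do not show what chance alone would give. Camera's p-values were also small in comparable splits where the real split was not past the threshold. For IFNα they reached 4.29e-13 for PIO against CTRL at 6 h (real split 0.313) and 2.92e-14 for PIO+GM against GM at 6 h (0.983).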
